# The *Longissimus* and *Semimembranosus* Muscles Display Marked Differences in Their Gene Expression Profiles in Pig

**DOI:** 10.1371/journal.pone.0096491

**Published:** 2014-05-08

**Authors:** Frederic Herault, Annie Vincent, Olivier Dameron, Pascale Le Roy, Pierre Cherel, Marie Damon

## Abstract

**Background:**

Meat quality depends on skeletal muscle structure and metabolic properties. While most studies carried on pigs focus on the *Longissimus* muscle (LM) for fresh meat consumption, *Semimembranosus* (SM) is also of interest because of its importance for cooked ham production. Even if both muscles are classified as glycolytic muscles, they exhibit dissimilar myofiber composition and metabolic characteristics. The comparison of LM and SM transcriptome profiles undertaken in this study may thus clarify the biological events underlying their phenotypic differences which might influence several meat quality traits.

**Methodology/Principal Findings:**

Muscular transcriptome analyses were performed using a custom pig muscle microarray: the 15 K Genmascqchip. A total of 3823 genes were differentially expressed between the two muscles (Benjamini-Hochberg adjusted P value ≤0.05), out of which 1690 and 2133 were overrepresented in LM and SM respectively. The microarray data were validated using the expression level of seven differentially expressed genes quantified by real-time RT-PCR. A set of 1047 differentially expressed genes with a muscle fold change ratio above 1.5 was used for functional characterization. Functional annotation emphasized five main clusters associated to transcriptome muscle differences. These five clusters were related to energy metabolism, cell cycle, gene expression, anatomical structure development and signal transduction/immune response.

**Conclusions/Significance:**

This study revealed strong transcriptome differences between LM and SM. These results suggest that skeletal muscle discrepancies might arise essentially from different post-natal myogenic activities.

## Introduction

Pork is one of the most widely eaten meats in the world. Breeding programs aiming at improving pig production efficiency through increased growth rate and lean meat content and decreased fatness have also affected some meat quality traits playing an important role in consumer acceptance of pork like water holding capacity, color, intramuscular fat (IMF) content and tenderness [1]. Meat quality is a complex trait which depends on the interactive effects of pig genotype, environmental conditions, pre-slaughter handling and slaughtering procedure [2]. The skeletal muscle structure and metabolic characteristics which determine cellular and molecular events occurring during muscle to meat transformation are of the utmost importance for meat quality determination. Skeletal muscle is a heterogeneous tissue composed of myofibers, adipose, connective, vascular and nervous tissues. Myofibers differ by their molecular, structural, contractile and metabolic properties according to which they are classified as slow-twitch oxidative (type I), fast-twitch oxido-glycolytic (type IIA) and fast-twitch glycolytic (type IIB). Red or white muscles are also determined according to their fiber type composition. Red muscles are composed of high percentage of slow-twitch oxidative fibers whereas white muscles contain a major proportion of fast-twitch glycolytic fibers [3]. *Longissimus* and *Semimembranosus* - two white skeletal muscles - are consumed in different forms: fresh for LM (loin) or after processing for SM (ham). Both muscles are classified as glycolytic even if slight differences have been described in their myofiber composition (higher proportion of type IIa myofiber and lower proportion of Type IIb myofiber in SM) and metabolic properties (higher oxidative capacity in SM) [4]–[7]. Transcriptome analysis might be useful to identify transcriptional signatures associated with meat quality traits which could thus be selected as biomarkers in selection programs [8]–[12]. However, pig transcriptome studies are mainly focused on LM even if gene expression variability between muscles could affect muscle development, meat quality and hence the choice of meat processing [13].

The aim of this study was to better characterize LM and SM gene expression profiles in order to investigate the biological events underlying their distinct metabolic and contractile properties.

## Results

### Comparison of Gene Expression Profiles between *Longissimus* and *Semimembranosus* Muscles

Gene expression microarray analysis was conducted on 180 muscle samples (90 LM, 90 SM). Comparison of LM and SM muscle transcriptome was achieved using the “GenmascqChip”, a 15 k pig skeletal muscle microarray. 

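The data of each sample are the spot values that Agilent Feature Extraction read from 1 single-colour (Cy3) array, and there are 90 arrays of LM and 90 of SM. The labels give each pig a number, so that the 2 muscles of 90 pigs are paired. Each array held 15744 spots, of which 15198 were probes and 546 were controls. The processed signal is the brightness of a spot after subtraction of its background and correction of trends across the array, with no normalization between arrays. The median processed signal of an array had a median of 216 in LM (range 171 to 304) and of 170 in SM (range 105 to 252). The share of probes read as well above background had a median of 83.4% in LM and of 73.4% in SM. Processed signals were put on the log2 scale, and the median of each array over the probes kept was subtracted. Spots that were not well above background, not uniform or saturated were set to missing (2.69% of the values of the probes kept), as were 7434 values more than 3 SD from the mean of their probe. Probes missing in more than 50% of the arrays of either muscle were left out, which kept 10987 probes. The muscles were compared with the linear model and moderated test of limma, with Benjamini and Hochberg adjustment over the probes kept. A positive log2 fold change means a higher value in LM. Sex, slaughter batch, hybridization batch and carcass weight, which the model of the paper holds, are not in the labels and were not fitted. The arrays of LM lie on 21 slides scanned on 10 days and those of SM on 14 slides scanned on 5 later days. No slide and no scan day holds arrays of both muscles, so differences between slides or scan days add to those between the muscles. Names of genes come from Table S1 and Table S2, which pair them with the probes. The number of arrays limits the precision of every mean.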

Raw data sets were checked for quality criteria. 

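In both muscles, no more than 50% of the spots of 11000 probes failed the intensity, uniformity and saturation criteria. A further 1739 probes passed these criteria in LM only, 62 passed in SM only, and 2397 passed in neither muscle. The mean share of probes well above background was 84.2% ± 6.70 (SD, n = 90) on the arrays of LM and 73.3% ± 3.48 (SD, n = 90) on those of SM. When spots only had to be positive and significant over background, 13444 probes were kept.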

The 10753 remaining probes were considered significantly expressed in both muscles. 

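Of the 10987 probes tested, 9169 (83.5%) had an adjusted p of 0.05 or less. Their mean was higher in LM for 3925 probes and higher in SM for 5244. The alternative that moved this number most was a filter on variability by k-means with 3 clusters, which kept 4002 probes and left 3558 differentially expressed. With the pig as a block, 9159 probes were differentially expressed. With the slide as a random block the number was 8629, and with the scan day as a random block it was 7991. Every slide and scan day held 1 muscle, so these random blocks take only part of such differences out of the comparison. Among the 3575 probes without a missing value, the first principal component held 51.4% of the variance, and the muscle accounted for a share of 0.954 of that component (squared correlation).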

We observed a strong muscle effect on gene expression with 5582 (37%) of probes being differentially expressed between LM and SM (adjusted P value ≤0.05). 

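Among the 3925 probes higher in LM, the median FC ratio was 1.32, with quartiles of 1.16 and 1.68 and a range from 1.04 to 13.5. Among the 5244 probes higher in SM, the median was 1.29, with quartiles of 1.17 and 1.48 and a range from 1.03 to 8.11. The FC ratio was below 1.5 for 66.7% of the probes higher in LM and for 76.7% of those higher in SM. Taken pig by pig, the median ratio had an SD of 0.0936 for the probes higher in LM and of 0.0777 for those higher in SM. Without the filter on dim probes, the median for LM was 1.53. With the filter by k-means the medians were 1.77 for LM and 1.58 for SM, and with the deposited table they were 1.47 and 1.43.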

As shown in Figure 1, fold change (FC) ratios varied from 1.1 to 15 and were for the most part quite low with median values <1.5 in the two muscles. These 5582 differentially expressed probes corresponded to 3823 annotated genes, with 1690 and 2133 genes overrepresented in LM (Table S1) and SM (Table S2), respectively. 

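Table S1 lists 1968 probes for 1690 genes, and all of these probes were among those kept. In the arrays, 1963 of them had a higher mean in LM, and 1890 (96.0%) were called higher in LM, with at least 1 called probe for 1623 genes. A single probe of Table S1 was called higher in SM. The copy of Table S2 at hand holds only the first part of its probes, in order of FC ratio, and 100% of these were called higher in SM. Across probes, the log of the FC ratio of the paper and the one computed here had a Pearson r of 0.986 for Table S1 and of 0.987 for the probes at hand from Table S2. Probes are not independent replicates, and both tables were made from these arrays. With normexp background correction, 82.9% of the probes of Table S1 that were kept were called higher in LM. Of the 9169 differentially expressed probes, 3890 have a gene in the tables at hand.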

A set of 2402 differentially expressed probes (1603 annotated genes) with a muscle FC ratio above 1.5 was considered as biologically relevant and selected for functional analysis.

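A FC ratio above 1.5 was found for 2528 differentially expressed probes, 1308 of them higher in LM and 1220 higher in SM. For 1696 of these the tables at hand name a gene, which is 58.6% of those higher in LM and 76.1% of those higher in SM. A ratio above 2 was reached by 699 probes in LM and 279 in SM, and a ratio above 3 by 309 probes in LM and 38 in SM. The number above 1.5 was 1665 with normexp background correction and 5152 without the filter on dim probes.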

**Figure 1:**
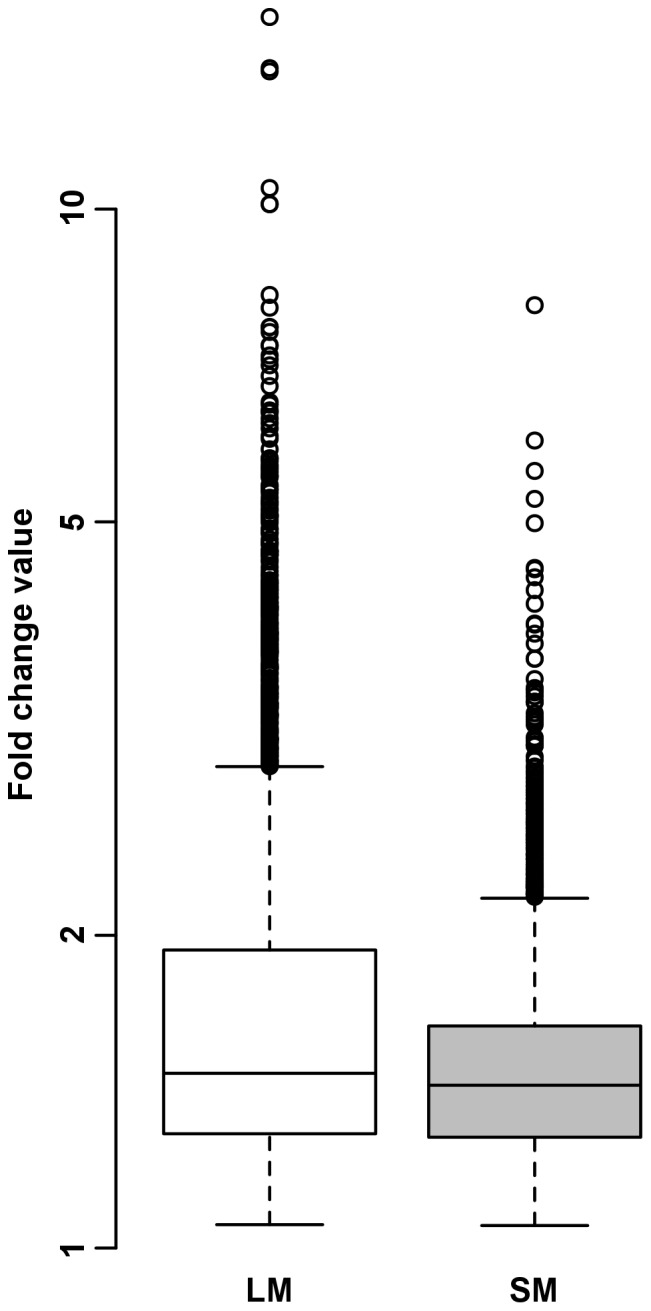
Gene expression ratio between muscles. Muscle fold change ratio is expressed as the expression ratio of *Longissimus* (LM) to *Semimembranosus* (SM) samples when genes are highly expressed in *Longissimus* and as the expression ratio of SM to LM samples when genes are highly expressed in *Semimembranosus*.

The ten most differentially expressed and informative genes [i.e. with at least one associated gene ontology (GO) biological process (BP) term] are shown in Table 1 for LM (5.3≤FC≤15.3) and in Table 2 for SM (3.4≤FC≤8.1). 

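Each of the 20 genes of Table 1 and Table 2 is measured by 1 probe in the supplementary tables, and each was called in the direction of its table. Of the probes that the tables name, ADAMTS8 had the highest FC ratio in LM, 13.5, and SPI1 the highest in SM, 8.11. Some of these genes were compared in fewer arrays in the muscle where they are lower. For NUDT3, 34 spots in SM were not well above background, so its mean in SM leaves out the dimmest spots, and with all spots used its log2 fold change was 2.66. For SPI1, 41 spots in LM were not uniform, and with all spots used its log2 fold change was -2.21. Among probes without a gene in the tables, the highest log2 fold changes that at least 95% of the pigs shared were 3.75 for BP464111.1_631 and 3.33 for BI327459.1_249 in LM. In SM they were -2.36 for BX921360.1_706 (68 of 71 pigs), whose change was 0.0079 with an index of C-rich probes as a covariate of each array, and -2.30 for BQ601807.1_1104 (90 of 90 pigs). This index, chosen after the data were examined, is the mean of the probes with 8 or more C in their first 15 bases minus that of the probes with 2 or fewer. It differs between the muscles, so as a covariate it can also take away a real difference.

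**Figure D1:**
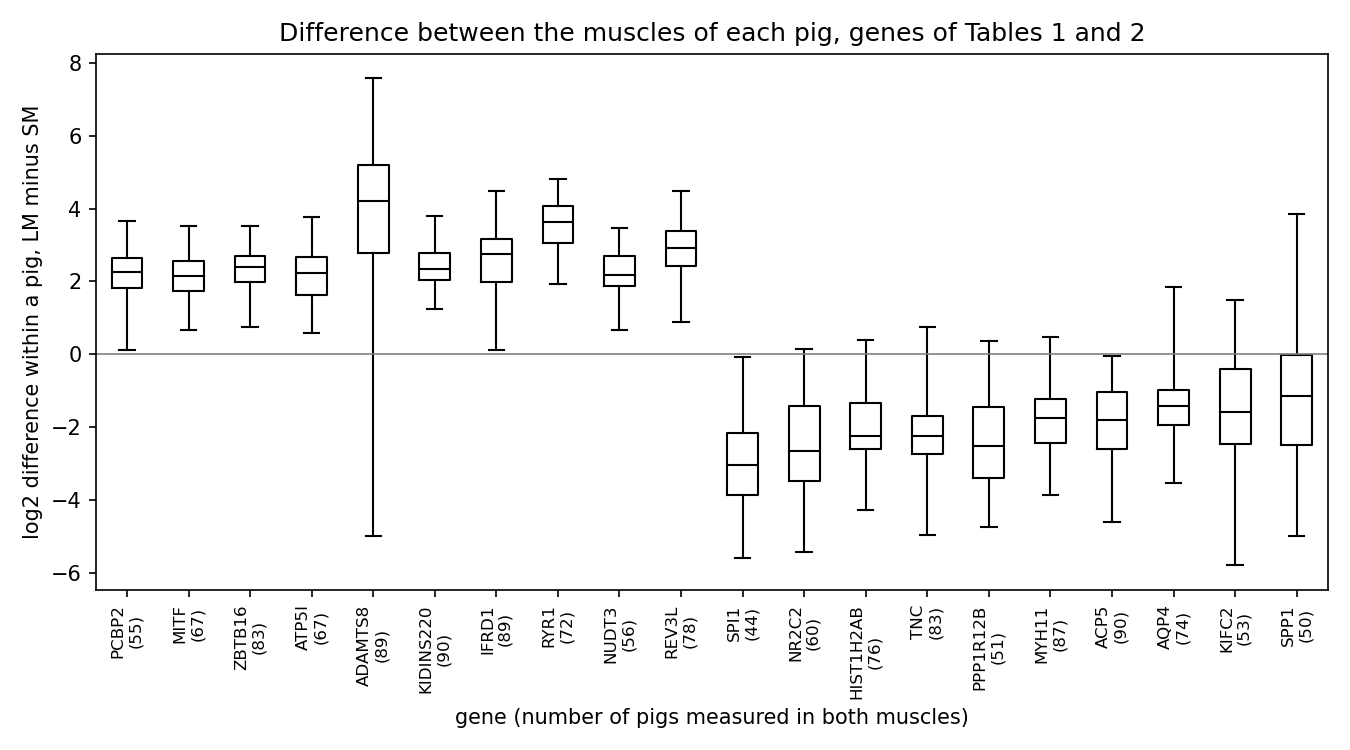
Difference between the LM and SM log2 values of each pig (vertical axis, LM minus SM) for the genes of Tables 1 and 2 (horizontal axis, with the number of pigs measured in both muscles). Boxes show the quartiles and the median, whiskers reach the lowest and highest pig, and the grey line marks no difference. The boxes of the genes of Table 1 lie above the line and those of the genes of Table 2 below it, with the upper edge of the box of SPP1 close to it.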

Among the ten genes strongly expressed in the LM, three are involved in gene expression: poly(rC) binding protein 2 (*PCBP2*), microphthalmia-associated transcription factor (*MITF*) and zinc finger and BTB domain-containing protein 16 (*ZBTB16*). 

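The centred log2 value of PCBP2 was -1.09 ± 0.42 (SD, n = 90) in LM and -3.32 ± 0.50 (SD, n = 55) in SM, a log2 fold change of 2.23 (SE 0.076, adjusted p = 1.09e-61). That of MITF was -0.92 ± 0.34 (SD, n = 90) in LM and -3.08 ± 0.46 (SD, n = 67) in SM, a change of 2.16 (SE 0.063, adjusted p = 1.03e-73). That of ZBTB16 was -0.28 ± 0.39 (SD, n = 90) in LM and -2.59 ± 0.47 (SD, n = 83) in SM, a change of 2.31 (SE 0.065, adjusted p = 9.06e-81). Every pig measured in both muscles had the higher value in LM, which was 55 of 55 pigs for PCBP2, 67 of 67 for MITF and 83 of 83 for ZBTB16. Each difference is larger than the spread between the arrays of either muscle.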

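ATP5I had a mean of -0.88 ± 0.48 (SD, n = 90) in LM and -3.05 ± 0.58 (SD, n = 67) in SM, a log2 fold change of 2.17 (SE 0.084, adjusted p = 1.20e-57). KIDINS220 had a mean of 1.15 ± 0.28 (SD, n = 90) in LM and -1.26 ± 0.50 (SD, n = 90) in SM, a change of 2.41 (SE 0.060, adjusted p = 2.64e-90). LM was higher in all pigs measured in both muscles for these genes. ADAMTS8 varied more between arrays of one muscle, with 3.72 ± 1.69 (SD, n = 90) in LM and -0.039 ± 1.40 (SD, n = 89) in SM, and its log2 fold change was 3.76 (SE 0.23, adjusted p = 1.14e-36). For ADAMTS8, 80 of 89 pigs had the higher value in LM.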

Three other genes are involved in metabolism: ATP synthase, H+ transporting, mitochondrial Fo complex, subunit E (*ATP5I*), ADAM metallopeptidase with thrombospondin type 1 motif, 8 (*ADAMTS8*) and kinase D-interacting substrate, 220 kDa (*KIDINS220*). *ADAMTS8* and *ZBTB16* are also related to negative regulation of cell proliferation. 

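The mean log2 value of IFRD1 was 0.67 ± 0.57 (SD, n = 90) in LM and -1.94 ± 0.70 (SD, n = 89) in SM, and the log2 fold change was 2.61 (SE 0.094, adjusted p = 1.22e-65, 89 of 89 pigs). For RYR1 the mean was 0.59 ± 0.40 (SD, n = 90) in LM and -2.95 ± 0.49 (SD, n = 72) in SM, and the log2 fold change was 3.54 (SE 0.069, adjusted p = 3.22e-100, 72 of 72 pigs). Only 72 arrays of SM entered the mean of RYR1, since its spot was not well above background on the other 18.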

Two genes are involved in muscle development: interferon-related developmental regulator 1 (*IFRD1*) and ryanodine receptor 1 (*RYR1*) which is also involved in muscle contraction and calcium ion transport. Last, one gene is related to cell-cell signaling: nudix (nucleoside diphosphate linked moiety X)-type motif 3 (*NUDT3*) and one gene in DNA replication and DNA repair: REV3-like, polymerase (DNA directed), zeta, catalytic subunit (*REV3L*). 

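NUDT3 had a mean log2 value of -0.69 ± 0.36 (SD, n = 90) in LM and -2.93 ± 0.51 (SD, n = 56) in SM, with a log2 fold change of 2.24 (SE 0.072, adjusted p = 2.06e-65, 56 of 56 pigs). REV3L had a mean of 0.20 ± 0.53 (SD, n = 90) in LM and -2.72 ± 0.46 (SD, n = 78) in SM, with a log2 fold change of 2.92 (SE 0.077, adjusted p = 1.18e-83, 78 of 78 pigs). For both genes the difference exceeds the SD of the differences between the muscles of a pig, which was 0.58 for NUDT3 and 0.74 for REV3L.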

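SPI1 had a mean log2 value of -0.23 ± 0.95 (SD, n = 49) in LM and 2.79 ± 0.85 (SD, n = 85) in SM, and its log2 fold change was -3.02 (SE 0.16, adjusted p = 8.78e-40, 44 of 44 pigs). NR2C2 had a mean of -0.47 ± 1.00 (SD, n = 69) in LM and 2.12 ± 1.04 (SD, n = 80) in SM, with a change of -2.59 (SE 0.17, adjusted p = 1.15e-32, 57 of 60 pigs). HIST1H2AB had a mean of 0.85 ± 0.87 (SD, n = 76) in LM and 2.96 ± 0.75 (SD, n = 90) in SM, with a change of -2.11 (SE 0.12, adjusted p = 1.56e-37, 71 of 76 pigs). TNC had a mean of -2.69 ± 0.71 (SD, n = 83) in LM and -0.40 ± 0.62 (SD, n = 90) in SM, with a change of -2.29 (SE 0.10, adjusted p = 2.35e-53, 82 of 83 pigs). The probes of SPI1, NR2C2 and HIST1H2AB hold 10, 7 and 9 C among their first 15 bases, and their missing spots were not uniform rather than dim. With an index of such C-rich probes as a covariate of each array, the log2 fold change was -0.32 for SPI1, 0.0061 for NR2C2 and -0.032 for HIST1H2AB, of which only that of SPI1 had an adjusted p below 0.05. The same covariate left TNC, with 1 C in these bases, at -2.35.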

For the SM, four genes are involved in gene expression: spleen focus forming virus proviral integration oncogene (*SPI1*), nuclear receptor subfamily 2, group C, member 2 (*NR2C2*), histone cluster 1, H2ab (*HIST1H2AB*) and tenascin C (*TNC*) which is also related to positive regulation of cell proliferation. 

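PPP1R12B had a mean log2 value of -0.28 ± 0.84 (SD, n = 67) in LM and 2.21 ± 0.92 (SD, n = 69) in SM, a log2 fold change of -2.49 (SE 0.15, adjusted p = 3.39e-34, 49 of 51 pigs). The probe holds 7 C in its first 15 bases, 23 of its spots in LM and 21 in SM were not uniform, and with the index of C-rich probes as a covariate the change was -0.86. MYH11 had a mean of -2.63 ± 0.64 (SD, n = 87) in LM and -0.87 ± 0.60 (SD, n = 90) in SM, a change of -1.76 (SE 0.092, adjusted p = 4.46e-44, 82 of 87 pigs), and stood at -1.93 with that covariate.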

Two genes are involved in muscle contraction: protein phosphatase 1, regulatory subunit 12B (*PPP1R12B*) and myosin, heavy chain 11 (*MYH11*). Last, one gene is involved in wounding and inflammation (acid phosphatase 5, tartrate resistant, *ACP5*), one gene in water transport (aquaporin 4, *AQP4*), one gene in cellular component movement (kinesin family member C2, *KIFC2*) and one gene in cell adhesion (secreted phosphoprotein 1, *SPP1*).

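ACP5 had a mean log2 value of -2.02 ± 0.54 (SD, n = 90) in LM and -0.15 ± 0.91 (SD, n = 90) in SM, a log2 fold change of -1.87 (SE 0.11, adjusted p = 3.54e-38, 90 of 90 pigs). AQP4 had a mean of -2.39 ± 0.70 (SD, n = 74) in LM and -0.86 ± 0.74 (SD, n = 90) in SM, a change of -1.53 (SE 0.11, adjusted p = 4.29e-28, 72 of 74 pigs). KIFC2 had a mean of 0.55 ± 1.11 (SD, n = 56) in LM and 2.32 ± 1.01 (SD, n = 87) in SM, a change of -1.77 (SE 0.18, adjusted p = 1.06e-17, 45 of 53 pigs). The probe of KIFC2 holds 8 C in its first 15 bases, 33 of its spots in LM were not uniform, and with the index of C-rich probes as a covariate its change reversed to 1.11. SPP1 had a mean of -2.28 ± 1.36 (SD, n = 53) in LM and -1.04 ± 1.39 (SD, n = 82) in SM, a change of -1.24 (SE 0.24, adjusted p = 1.19e-06, 37 of 50 pigs), which is smaller than the SD between arrays of either muscle. In LM 37 spots of SPP1 were not well above background, so its mean there leaves out the dimmest spots, and with all spots used its change was -2.18. SPP1 was not called when the pig and the index of C-rich probes entered the model together.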

**Table 1:** Genes overexpressed in *Longissimus* muscle (n = 10).

Symbol^1^	Cluster^2^	FC^3^	P-value^4^	Associated GO BP terms^5^
**ADAMTS8**	4	15.3	<1E^−12^	GO:0008285∼Negative regulation of cell proliferation
				GO:0006508∼Proteolysis
**RYR1**	4	13.6	<1E^−12^	GO:0006816∼Calcium ion transport
				GO:0048741∼Skeletal muscle fiber development
				GO:0006936∼Muscle contraction
**REV3L**	2	8.3	<1E^−12^	GO:0006261∼DNA-dependent DNA replication
				GO:0006281∼DNA repair
**IFRD1**	4	6.4	<1E^−12^	GO:0007518∼Myoblast cell fate determination
				GO:0042692∼Muscle cell differentiation
				GO:0007527∼Adult somatic muscle development
**PCBP2**	3	6.4	<1E^−12^	GO:0008380∼RNA splicing
				GO:0010467∼Gene expression
				GO:0016071∼mRNA metabolic process
**NUDT3**	5	6.3	<1E^−12^	GO:0007267∼Cell-cell signaling
**ATP5I**	1	5.8	<1E^−12^	GO:0022904∼Respiratory electron transport chain
				GO:0006200∼ATP catabolic process
				GO:0042776∼Mitochondrial ATP synthesis coupled proton transport
**KIDINS220**	2	5,4	<1E^−12^	GO:0000186∼Activation of MAPKK activity
				GO:0048011∼Nerve growth factor receptor signaling pathway
**MITF**	3	5,3	<1E^−12^	GO:0007275∼Multicellular organismal development
				GO:0045893∼Positive regulation of transcription, DNA-dependent
**ZBTB16**	4	5,3	<1E^−12^	GO:0006915∼Apoptotic process
				GO:0008285∼Negative regulation of cell proliferation
				GO:0045893∼Positive regulation of transcription, DNA-dependent
				GO:0045892∼Negative regulation of transcription, DNA-dependent

1 Only genes with at least one associated GO BP term are presented in the table.

2 Differentially expressed genes were clustered using GO BP terms semantic similarity between genes as distance, to group functionally similar genes together.

3 Fold Change is expressed as the expression ratio of *Longissimus* to *Semimembranosus* samples.

4 Benjamini and Hochberg adjusted P value.

5 Unique identifier and gene ontology term in the GO database (http://www.geneontology.org/).

**Table 2:** Genes overexpressed in *Semimembranosus* muscle (n = 10).

Symbol^1^	Cluster^2^	FC^3^	P-value^4^	Associated GO BP terms^5^
**SPI1**	3	8.1	<1E^−12^	GO:0045893∼Positive regulation of transcription, DNA-dependent
				GO:0045892∼Negative regulation of transcription, DNA-dependent
				GO:0045814∼Negative regulation of gene expression, epigenetic
**NR2C2**	4	6	<1E^−12^	GO:0006355∼Regulation of transcription. DNA-dependent
				GO:0030154∼Cell differentiation
				GO:0010467∼Gene expression
**PPP1R12B**	4	5.6	<1E^−12^	GO:0006937∼Regulation of muscle contraction
				GO:0007165∼Signal transduction
**TNC**	4	5.3	<1E^−12^	GO:0008284∼Positive regulation of cell proliferation
				GO:0007528∼Neuromuscular junction development
				GO:0010628∼Positive regulation of gene expression
**SPP1**	4	4.5	<1E^−12^	GO:0007155∼Cell adhesion
				GO:0001649∼Osteoblast differentiation
				GO:0001503∼Ossification
**HIST1H2AB**	4	4.3	<1E^−12^	GO:0006334∼Nucleosome assembly
**AQP4**	4	3.9	<1E^−12^	GO:0006810∼Transport
				GO:0006833∼Water transport
				GO:0050891∼Multicellular organismal water homeostasis
**ACP5**	1	3.7	<1E^−12^	GO:0060349∼Bone morphogenesis
				GO:0050728∼Negative regulation of inflammatory response
**KIFC2**	4	3.5	<1E^−12^	GO:0007018∼Microtubule-based movement
**MYH11**	4	3,4	<1E^−12^	GO:0030241∼Skeletal muscle myosin thick filament assembly
				GO:0048251∼Elastic fiber assembly
				GO:0006936∼Muscle contraction

1 Only genes with at least one associated GO BP term are presented in the table.

2 Differentially expressed genes were clustered using GO BP terms semantic similarity between genes as distance, to group functionally similar genes together.

3 Fold Change is expressed as the expression ratio of *Semimembranosus* to *Longissimus* samples.

4 Benjamini and Hochberg adjusted P value.

5 Unique identifier and gene ontology term in the GO database (http://www.geneontology.org/).

### Quantitative RT-PCR Validation of Microarray Analysis

Seven target genes, including four genes overrepresented in LM (*ADAMTS8*, *ALDOA*, *CPT1B* and *RYR1*) and 3 genes overrepresented in SM (*CEBPA*, *DGAT2* and *TGFB1*) were analyzed by real time RT-qPCR. These genes were selected to represent the variation of FC ratio observed across the set of 1603 differentially expressed genes with a muscle FC ratio above 1.5. As shown in Figure 2, the comparison of FC ratios between microarray and RT-qPCR technologies provided similar FC direction between these two methods. However, FC values were much less consistent between methodologies for gene overexpressed in LM than in SM samples.

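In the 180 arrays, the log2 fold change was 1.90 (SE 0.036, adjusted p = 1.36e-107, 87 of 87 pigs) for ALDOA and 2.11 (SE 0.085, adjusted p = 1.43e-58, 90 of 90 pigs) for CPT1B. It was -1.26 (SE 0.11, adjusted p = 1.27e-23, 68 of 73 pigs) for CEBPA, -1.23 (SE 0.12, adjusted p = 5.60e-17, 42 of 44 pigs) for DGAT2 and -0.69 (SE 0.044, adjusted p = 2.21e-34, 88 of 90 pigs) for TGFB1. On the linear scale these are FC ratios of 3.74, 4.30, 2.40, 2.34 and 1.61, beside 11.6 for RYR1. DGAT2 was measured in 52 arrays of LM and 76 of SM, since its other spots failed the criteria. The deposited data hold no RT-qPCR values.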

**Figure 2:**
Validation of seven microarray differentially expressed genes between Longissimus (LM) and Semimembranosus (SM) muscles by quantitative RT-PCR. mRNA level is expressed using arbitrary units. Quantitative RT-PCR expression levels (LM = 8, SM = 8) were normalized to the expression of beta 2 microglobulin (*B2M*), TATAbox binding protein (*TBP*) and *18S* using geNorm algorithm. Microarray adjusted means for LM and SM (LM = 90; SM = 90) were calculated using least square means for the muscle effect. Data are expressed as means±s.d. Statistical significances are reported below the plot as Benjamini and Hochberg adjusted P-value for microarray data and as Student t-test P value for q RT-PCR. Fold change ratio is expressed as the expression ratio of LM to SM when genes are overrepresented in LM and as the expression ratio of SM to LM when genes are overrepresented in SM.

### Functional Analysis

To identify the biological events to which differentially expressed genes product contributes, we used GO BP annotation. A set of 2402 differentially expressed probes with a muscle FC ratio above 1.5 was selected for functional analysis. They corresponded to 1603 human orthologous genes. Among them, 1047 were associated with at least one GO BP term and were clustered according to their semantic similarities using these terms (Figure 3). Cluster compositions are shown in Table S3.

**Figure 3:**
Hierarchical clustering of differentially expressed genes according to their GO BP terms semantic similarity. Annotated differentially expressed genes with a muscle fold change above 1.5 were clustered based on their functional annotation (GO BP) semantic similarity. Hierarchical clustering was performed using “1-semantic similarity” as distance between two genes (similar genes have a distance close to zero) to identify clusters of genes sharing BP terms. Five clusters were identified. Cluster 1 comprised 98 genes highly expressed in SM and 44 in LM. Cluster 2 included 73 highly expressed genes in SM and 102 in LM. Cluster 3 contained 43 highly expressed genes in SM and 84 in LM. Cluster 4 comprised 288 genes overexpressed in SM and 192 in LM. Cluster 5 involved 90 overexpressed genes in SM and 33 overexpressed genes in LM.

Five clusters related to energy metabolism (cluster 1 including 142 genes), cell cycle (cluster 2, 175 genes), gene expression (cluster 3, 127 genes), anatomical structure development (clusters 4, 480 genes) and cell communication/immune response (cluster 5, 123 genes) were identified. For each cluster, some relevant GO BP terms and pathways (KEGG and WikiPathways) are presented in Table 3 and Table 4. Full details of enriched biological processes and pathways, enrichment score, adjusted P-value and number of gene present in each cluster are reported in the Table S4 and Table S5. 

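By the probe with the highest FC ratio in the supplementary tables, all 142 genes of cluster 1 were called in the arrays, 98 higher in SM and 44 higher in LM. The median FC ratio was 1.71 for the genes higher in SM and 1.93 for those higher in LM. Over all 5 clusters, 592 genes were called higher in SM and 455 higher in LM. The study chose these genes from the same arrays by their FC ratio.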

Cluster 1 comprised 98 genes highly expressed in SM and 44 in LM. Significantly enriched GO BP terms (P-value <7.4E^−07^, enrichment score (ES): 1.4 to 15.2) and pathways (P-value <1.8E−02, ES: 3.2 to 38) were mainly related to energy metabolism. Cluster 1 genes were assigned to several enriched biochemical pathways including “Electron Transport Chain”, “Oxidative phosphorylation”, “Glycolysis and Gluconeogenesis”, “Fatty Acid Beta Oxidation” and “Citrate cycle (TCA cycle)”. The GO BP term “generation of precursor metabolites and energy” with the highest P-value, was associated with 39 genes encoding five mitochondrial electron transfer chain complex subunits that were mainly expressed in SM. 

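SDHA had a log2 fold change of -0.68 (SE 0.035, adjusted p = 7.58e-45, 81 of 82 pigs), and ACADVL of -0.95 (SE 0.053, adjusted p = 2.88e-41, 87 of 90 pigs). The change was 1.38 (SE 0.082, adjusted p = 5.55e-38, 89 of 90 pigs) for SLC25A27 and 0.66 (SE 0.059, adjusted p = 8.84e-22, 85 of 89 pigs) for SLC25A14. PHKB changed most among these genes, by 2.37 (SE 0.083, adjusted p = 1.45e-65, 78 of 78 pigs), while PHKA1 changed by 0.65 (SE 0.042, adjusted p = 5.01e-34, 89 of 89 pigs). PCK1 had a change of 0.82 (SE 0.075, adjusted p = 3.36e-21, 72 of 77 pigs). The further probes of SLC25A14, PHKA1 and PHKB in the tables were called in the same direction. The tables hold only probes the study had found different on these arrays, so this is no independent evidence.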

Succinate dehydrogenase complex, subunit A, flavoprotein (Fp) (*SDHA*) and genes of long chain fatty acid metabolism (acyl-CoA dehydrogenase, very long chain, *ACADVL*) were also more expressed in SM whereas solute carrier family 25, member 27 (*SLC25A27* also known as uncoupling proteins 4 *UCP4*) and solute carrier family 25, member 14 (*SLC25A14* also known as uncoupling proteins *UCP5*), phosphorylase kinase, alpha1 and beta (*PHKA1*, *PHKB*) and phosphoenolpyruvate carboxykinase1 (*PCK1*) were overexpressed in LM. Cluster 2 included 73 and 102 highly expressed genes in SM and LM, respectively. 

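In the arrays, the 175 genes of cluster 2 were called as 73 higher in SM, with a median FC ratio of 1.71, and 102 higher in LM, with a median of 1.70.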

Enriched GO BP terms (P-value <6.6E^−05^, ES: 1.1 to 7.5) and pathways (P-value <1.6E−02, ES: 2.7 to 7.6) were related to cell cycle process. “Cell cycle” and “Ubiquitin mediated proteolysis” were the most important enriched pathways associated with cluster 2. 

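The log2 fold change of CCND2 was -0.70 (SE 0.067, adjusted p = 1.55e-19, 77 of 90 pigs), from -0.024 ± 0.50 (SD, n = 90) in LM and 0.67 ± 0.41 (SD, n = 90) in SM. That of CCND3 was -1.28 (SE 0.032, adjusted p = 1.33e-89, 90 of 90 pigs), from -1.13 ± 0.23 (SD, n = 90) in LM and 0.15 ± 0.20 (SD, n = 90) in SM. The difference of CCND3 is more than the SD of either muscle. A second probe of CCND3 in the tables was called in the same direction, but the tables list only probes found different on these arrays.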

Genes overrepresented in SM were mainly linked to G1 phase: cyclin D2 and D3 (*CCND2*, *CCND3*). Genes overrepresented in LM were related to the control of cell cycle checkpoint, GO/G1, G1/S, S/G2 and G2/M transition and M phase: anaphase promoting complex subunit 1 and 4 (*ANAPC1*, *ANAPC4*), cell division cycle 26 and 27 (*CDC26*, *CDC27*) as well as DNA replication and DNA repair process. 

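ANAPC1 had a log2 fold change of 0.72 (SE 0.040, adjusted p = 6.46e-41, 80 of 83 pigs), ANAPC4 of 0.55 (SE 0.062, adjusted p = 6.38e-15, 45 of 52 pigs), CDC26 of 1.10 (SE 0.038, adjusted p = 7.42e-68, 90 of 90 pigs) and CDC27 of 0.74 (SE 0.040, adjusted p = 4.97e-43, 87 of 90 pigs). ANAPC4 lies close to background, with values in 52 of the 90 arrays of SM. Its FC ratio was 1.46.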

Cluster 3 contained 43 and 84 highly expressed genes in SM and LM, respectively. 

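Of the 127 genes of cluster 3, 43 were called higher in SM and 84 higher in LM, with median FC ratios of 1.73 and 1.87.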

Cluster 3 enriched GO BP terms (P-value <1.6E^−07^, ES: 1.5 to 11.7) were related to gene expression. Significantly enriched pathways were related to “mRNA processing” (P-value = 1.5E−10, ES = 9.3) and “Spliceosome” (P-value = 1.7E−12, ES = 10.9). In this cluster, two of the four myogenic regulatory factors, myogenic differentiation 1 (*MYOD1*) and myogenic factor 6 (*MYF6* also known as *MRF4*) were overrepresented in SM. 

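MYOD1 had a mean log2 value of -2.57 ± 0.67 (SD, n = 71) in LM and -1.76 ± 0.60 (SD, n = 80) in SM, a log2 fold change of -0.81 (SE 0.10, adjusted p = 6.04e-13, 52 of 63 pigs). With the index of C-rich probes as a covariate, MYOD1 reversed to 0.69, although its probe holds only 3 C in its first 15 bases. The index differs between the muscles, so the covariate can also take away a real difference. MYF6 had a mean of 3.30 ± 0.57 (SD, n = 90) in LM and 4.32 ± 0.48 (SD, n = 90) in SM, a change of -1.02 (SE 0.078, adjusted p = 2.88e-27, 81 of 90 pigs).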

Cluster 4 was the biggest one with 288 and 192 genes overexpressed in SM and LM, respectively. 

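All 480 genes of cluster 4 were called in the arrays, 288 higher in SM and 192 higher in LM, with median FC ratios of 1.71 and 1.78.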

Enriched GO BP terms were mainly related to anatomical structure development (P-value <1.7E^−05^, ES: 1.5 to 4.4). Among enriched pathways found associated with cluster 4, “ECM-receptor interaction” (P-value = 7.1E−07, ES = 5.9) and “Focal adhesion” (P-value = 1.1E−6, ES = 3.4) had the highest P-value. Genes overrepresented in LM were implicated in cell division, chromosomal organization, structural maintenance of sarcomere and sarcoplasmic protein: nebulin (*NEB*), titin (*TTN*), *RYR1* and triadin (*TRDN*). 

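NEB had a log2 fold change of 0.78 (SE 0.040, adjusted p = 4.61e-46, 85 of 90 pigs), TTN of 1.37 (SE 0.044, adjusted p = 2.30e-73, 89 of 90 pigs) and TRDN of 1.45 (SE 0.053, adjusted p = 1.86e-65, 90 of 90 pigs). The 2 further probes of NEB and the 3 further probes of TTN in the tables were also called higher in LM. This is no independent evidence, since the tables list only probes found different on these arrays. TRDN varied little between the arrays of LM, with a mean log2 value of 8.00 ± 0.14 (SD, n = 90) in LM and 6.55 ± 0.48 (SD, n = 90) in SM.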

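CDH2 had a log2 fold change of -0.75 (SE 0.075, adjusted p = 3.12e-18, 66 of 71 pigs), CD44 of -0.84 (SE 0.068, adjusted p = 5.83e-25, 83 of 87 pigs) and CAV3 of -0.71 (SE 0.039, adjusted p = 3.09e-42, 86 of 89 pigs). Among the myosin heavy chains, the change was -1.39 (SE 0.21, adjusted p = 9.39e-10, 73 of 90 pigs) for MYH3, -1.31 (SE 0.20, adjusted p = 1.67e-09, 73 of 90 pigs) for MYH8 and -1.54 (SE 0.11, adjusted p = 7.10e-31, 72 of 76 pigs) for MYH9. MYH9 reversed to 0.21 with the index of C-rich probes as a covariate, which can also take away a real difference. Its probe holds 5 C in its first 15 bases, while CAV3, with 8 C, did not reverse. The change was -0.66 (SE 0.092, adjusted p = 3.30e-11, 73 of 90 pigs) for TNNI3 and -0.73 (SE 0.19, adjusted p = 3.10e-04, 58 of 84 pigs) for TNNT2. The differences of MYH3, MYH8 and TNNT2 are within the SD between arrays of one muscle, which was 1.48, 1.35 and 1.25 in LM, and rest on the number of arrays. TNNT2 was not called when the pig and the index of C-rich probes entered the model together.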

Genes overrepresented in SM were involved in cell migration, cell surface and extracellular matrix (ECM): cadherin 2, type 1, N-cadherin (*CDH2*), CD44 molecule (*CD44*), caveolin 3 (*CAV3*) and code for major constituent of the contractile apparatus: myosin, heavy chain 3, 8, 9 and 11 (*MYH3*, *MYH8*, *MYH9* and *MYH11*), troponin I type 3 (*TNNI3*) and troponin T type 2 (*TNNT2*). 

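FST had a log2 fold change of 0.64 (SE 0.10, adjusted p = 1.17e-08, 72 of 90 pigs), and MSTN of 1.31 (SE 0.10, adjusted p = 8.54e-27, 81 of 90 pigs). IGF1 had a change of -0.63 (SE 0.051, adjusted p = 3.02e-25, 81 of 89 pigs), and TGFB3 of -1.63 (SE 0.075, adjusted p = 3.12e-51, 89 of 90 pigs). The change of FST was smaller than the SD between arrays, 0.67 in LM and 0.74 in SM.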

Differentially expressed genes that might control muscle size were either more expressed in LM, follistatin (*FST*) and myostatin (*MSTN*) or in SM, insulin-like growth factor 1 (somatomedin C) (*IGF1*), transforming growth factor, beta 1 and 3 (*TGFB1* and *TGFB3*). Last, cluster 5 contained 90 overexpressed genes in SM and 33 overexpressed genes in LM. 

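In the arrays, all 123 genes of cluster 5 were called, 90 higher in SM with a median FC ratio of 1.76 and 33 higher in LM with a median of 1.67.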

Significantly enriched GO BP terms (P-value <2E−05, ES: 1.7 to 16.3) and biological pathways (P-value <1.E−12, enrichment score (ES): 2.6 to 39) were related to cell communication and inflammatory immune response. 

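The log2 fold change was -1.04 (SE 0.084, adjusted p = 8.20e-25, 70 of 80 pigs) for FGF18, -0.59 (SE 0.053, adjusted p = 8.96e-22, 79 of 88 pigs) for NOTCH3 and -1.45 (SE 0.095, adjusted p = 4.67e-32, 61 of 63 pigs) for DLL4. The probes of FGF18 and DLL4 hold 9 C each in their first 15 bases. With the index of C-rich probes as a covariate, FGF18 reversed to 0.28 and DLL4 was -0.0019, and with base composition removed from each array FGF18 reversed to 0.12. The change was -1.19 (SE 0.083, adjusted p = 1.29e-30, 84 of 89 pigs) for CCL21 and -1.23 (SE 0.11, adjusted p = 1.84e-20, 47 of 50 pigs) for CCL23. Among the complement genes, C1QC had a change of -1.43 (SE 0.095, adjusted p = 4.20e-33, 84 of 90 pigs), C1R of -0.82 (SE 0.076, adjusted p = 1.08e-20, 81 of 90 pigs) and C1S of -0.93 (SE 0.073, adjusted p = 2.53e-26, 82 of 90 pigs). For C4A it was -1.62 (SE 0.12, adjusted p = 7.14e-29, 75 of 76 pigs) and for CFB -0.75 (SE 0.089, adjusted p = 6.60e-14, 48 of 57 pigs). The smallest was that of C3, -0.47 (SE 0.12, adjusted p = 1.77e-04, 55 of 78 pigs), which was not called when the pig and the index of C-rich probes entered the model together.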

Interestingly, this cluster highlighted SM overexpressed genes also involved in the regulation of developmental and myogenesis signaling pathways or in the muscle regeneration process: fibroblast growth factor 18 (*FGF18*), members of the Notch signaling pathway (*NOTCH3* and delta-like 4, *DLL4*), chemokine (C-C motif) ligand 21 and 23 (*CCL21* and *CCL23*) and complement component and factor (complement component 1, q subcomponent, C chain, *C1QC*; complement component 1, r subcomponent, *C1R*; complement component 1, s subcomponent, *C1S*; complement component 3, *C3*; complement component 4A, *C4A* and complement factor B, *CFB*).

**Table 3:** Relevant biological processes significantly enriched in clustered differentially expressed genes.

Cluster^1^	ES^2^	Specific GO term^3^	nG^4^	P-value^5^
**1**		**Energy metabolism**	**142**	
	7.7	GO:0006091∼generation of precursor metabolites and energy	39	<1E^−12^
	4.7	GO:0006629∼lipid metabolic process	45	<1E^−12^
	5.1	GO:0055114∼oxidation reduction	41	<1E^−12^
	9.2	GO:0015980∼energy derivation by oxidation of organic compounds	24	<1E^−12^
	10.3	GO:0045333∼cellular respiration	18	<1E^−12^
**2**		**Cell cycle**	**175**	
	2.8	GO:0044267∼cellular protein metabolic process	110	<1E^−12^
	2.5	GO:0006464∼protein modification process	54	1.9E^−09^
	4.4	GO:0006281∼DNA repair	20	3.7E^−07^
	6.8	GO:0051439∼regulation of ubiquitin-protein ligase activity during mitotic cell cycle	9	4.3E^−05^
	2.3	GO:0007049∼cell cycle	32	4.7E^−05^
**3**		**Gene expression**	**127**	
	5	GO:0016070∼RNA metabolic process	113	<1E^−12^
	3.4	GO:0010467∼gene expression	119	<1E^−12^
	7.7	GO:0006396∼RNA processing	56	<1E^−12^
	10.2	GO:0008380∼RNA splicing	42	<1E^−12^
	3.1	GO:0045449∼regulation of transcription	66	<1E^−12^
	2.8	GO:0010468∼regulation of gene expression	68	<1E^−12^
**4**		**Anatomical structure development**	**480**	
	2.1	GO:0009653∼anatomical structure morphogenesis	87	3.4E^−10^
	2.5	GO:0007155∼cell adhesion	60	1.3E^−09^
	1.8	GO:0065008∼regulation of biological quality	97	3.4E^−08^
	3.2	GO:0003012∼muscle system process	27	1.6E^−06^
	2.8	GO:0007517∼muscle organ development	32	1.9E^−06^
**5**		**Cell communication/immune response**	**123**	
	3.1	GO:0007154∼cell communication	96	<1E^−12^
	3.2	GO:0007165∼signal transduction	89	<1E^−12^
	1.8	GO:0050794∼regulation of cellular process	97	<1E^−12^
	7.3	GO:0006955∼immune response	39	<1E^−12^
	6.2	GO:0006954∼ inflammatory response	17	1.9E^−08^

1 Differentially expressed genes were clustered using GO BP terms semantic similarity between genes as distance, to group functionally similar genes together.

2 Cluster enrichment score (ES).

3 Unique identifier and gene ontology term in the GO database (http://www.geneontology.org/).

4 n_G_, number of genes in the category.

5 Benjamini and Hochberg adjusted P value.

**Table 4:** Relevant biological pathways significantly enriched in clustered differentially expressed genes.

Cluster^1^	ES^2^	Pathway name	Pathways	nG^3^	P-value^4^
**1**		**Energy metabolism**		**142**	
	7.7	Metabolic pathways	KEGG	84	<1E^−12^
	15.7	Electron Transport Chain	Wikipathways	23	<1E^−12^
	12.9	Oxidative phosphorylation	KEGG	22	<1E^−12^
	13.1	Glycolysis and Gluconeogenesis	Wikipathways	8	1.7E^−07^
	7.5	Fatty Acid Beta Oxidation	Wikipathways	8	1.0E^−05^
	13.2	Citrate cycle (TCA cycle)	KEGG	5	4.6E^−05^
**2**		**Cell cycle**		**175**	
	6.6	Cell cycle	KEGG	11	9.8E^−06^
	5.3	Ubiquitin mediated proteolysis	KEGG	11	4.8E^−05^
	6.4	p53 signaling pathway	KEGG	6	1.0E^−03^
	5.1	Ribosome	KEGG	7	1.1E^−03^
	5.8	Gap junction	KEGG	6	1.2E^−03^
**3**		**Gene expression**		**127**	
	10.9	Spliceosome	KEGG	16	<1E^−12^
	9.3	mRNA processing	Wikipathways	15	1.5E^−10^
**4**		**Anatomical structure development**		**480**	
	5.9	ECM-receptor interaction	KEGG	15	7.1E^−07^
	3.4	Focal adhesion	KEGG	25	1.1E^−06^
	6.0	Striated Muscle Contraction	Wikipathways	12	7.6E^−06^
	2.9	Tight junction	KEGG	14	1.9E^−03^
	2.3	Regulation of actin cytoskeleton	KEGG	17	3.3E^−03^
	2.9	Cell adhesion molecules (CAMs)	KEGG	10	6.8E^−03^
**5**		**Cell communication/immune response**		**123**	
	13.8	Toll-like receptor signaling pathway	KEGG	11	2.0E^−09^
	39	Complement Activation, Classical Pathway	Wikipathways	5	1.9E^−07^
	5.0	Chemokine signaling pathway	KEGG	7	7.0E^−04^
	5.7	Cell adhesion molecules (CAMs)	KEGG	5	1.9E^−03^
	4.9	TNF alpha Signaling Pathway	Wikipathways	5	4.5E^−03^

1 Differentially expressed genes were clustered using GO BP terms semantic similarity between genes as distance, to group functionally similar genes together.

2 Cluster enrichment score (ES).

3 n_G_, number of genes in the category.

4 Benjamini and Hochberg adjusted P value.

## Discussion

Our objective was to clarify the biological events which could explain the muscle phenotypic differences reported in the literature between the LM and SM [3], [4], [14]. Since skeletal muscle is a heterogeneous tissue, transcriptome analysis of skeletal muscle may reflect mRNA composition of various cell types existing in this tissue. However, we assumed that myofibers are the main skeletal muscle component and that comparison between muscles is informative. 

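Lists of genes that mark other cell types were set before the data were examined, and the tables at hand name only part of each list, by probes the study had already found different. For connective tissue, 10 of 18 listed genes are named, of which 9 were called higher in SM and COL5A2 higher in LM, with a median log2 fold change of -1.04. COL5A2 was at 0.20, and was no longer called under quantile normalization, among other alternatives. For macrophages, 9 of 17 are named, 8 higher in SM and CD68 higher in LM by 0.40, with a median of -0.85. CD68 was no longer called with normexp background correction. For adipocytes, 5 of 11 are named, 4 higher in SM and LPL higher in LM by 1.03, with a median of -1.13. All 5 named of 7 smooth muscle genes (median -0.78) and all 4 named of 9 endothelial genes (median -0.62) were higher in SM. Of 5 red blood cell genes only HBA2 is named, at -1.28, and it was not called with the index of C-rich probes as a covariate. The calls were the same with p values adjusted over the list alone, which is no independent evidence because the study chose these probes on the same arrays. SPI1, C1QC, TNC, BGN, MYH11 and ADIPOQ stand both in these lists and among the genes the paper discusses, and all the probes used were above background in muscle. No test of a list as a set was made.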

The custom GenmascqChip [15] used in this study allows the analysis of 10753 probes and the identification of 5582 differentially expressed probes between LM and SM demonstrating that the GenmascqChip is a powerful tool to study pig muscle gene expression in order to gain a better understanding of muscle physiology. Furthermore, directions of differential gene expression FC observed in microarray analysis have been validated by quantitative PCR analyses using seven differentially expressed genes. We have considered that FC direction agreement between the two methods validates the differentially expressed genes set. Besides, there are few studies comparing gene expression of contrasted skeletal muscles in pigs, most of them focus on LM and none of them compared LM and SM [16], [17]. The number of genes found differentially expressed between these two muscles is surprisingly high. In fact, Hornshøj et al. [17] described a similar expression pattern between these two muscles, while the comparison of red and white skeletal muscles that are much more contrasted than LM and SM led to far fewer differentially expressed genes in pigs [16], [18] or mice [19]. However, different experimental conditions such as microarray platform technology, whole genome vs. focused microarray, sample size, samples pooling, FC threshold might account for this discrepancy. 

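Sets of pigs drawn at random, with both muscles of each pig, were fitted in the same way, 10 draws for each size. With 5 pigs a median of 3705 probes was differentially expressed (range 2382 to 4187), with 10 pigs 5590.5 (4665 to 5962), with 20 pigs 7228 (6927 to 7596) and with 45 pigs 8401 (8298 to 8473). The number with a FC ratio above 1.5 changed less, with medians of 2440, 2599, 2600.5 and 2533.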

Several studies have compared gene expression level from different microarray technologies and relate divergence across the data generated [20]–[23]. Stretch et al. [24] have studied the effect of the sample size on differentially expressed gene discovery. They studied muscle gene expression on 134 samples (69 males, 65 females) and found that using sample of n = 10 (5 males, 5 females) results in no significant genes at P-values <0.0001, whereas larger sample size n = 120 (60 males, 60 females) identifies 472 differentially expressed genes at the same P-value cutoff. Anyway, this new finding reinforces the importance of gene expression variability between muscles which could affect muscle development and hence meat quality [13].

Microarray experiments result in list of hundred to thousand differentially expressed genes and the main objective of functional data analysis is to determine relevant biological interpretations. In this context, hierarchical clustering is often performed using gene expression correlation coefficient matrix as distance considering that co-expressed genes share the same biological processes. Biological knowledge is then used to identify enriched biological processes in each gene cluster [25]. Using this approach, we obtained two large clusters corresponding to over- and underrepresented genes which led to dozens of dissimilar enriched terms (data not shown). Furthermore, biological pathways are mostly controlled by the balance between up and downregulations. Performing functional analysis separately for up and downregulated genes list might result in loss of biological information since genes involved in the same pathway could have been assigned in different set. This partial information may leads to misinterpretation of differentially expressed gene list. Some pathways might then have been discarded because their enrichment value was deemed insufficient, whereas gene involved in the regulation of this pathways were present in up and downregulated genes list. To avoid this and create meaningful clusters, we used semantic similarity of GO BP terms to group functionally similar genes together. Wang’s metrics [26] was chosen over the information content-based semantic similarity measures because the latter require a reliable corpus in order to compute GO terms frequencies, and such a corpus does not exist for moderately studied species such as *Sus scrofa*. We successfully identified five functional clusters including both over and underrepresented genes. This approach was well suited to the size of our data set (around 1600 genes). However, the hierarchical clustering algorithm led to exclusive classification and we assume that clusters cannot overlap whereas genes may be involved in several biological processes. Thus most but not all relevant GO BP terms and pathways were highlighted with this procedure. The five main relevant biological networks associated to skeletal muscle differences were “energy metabolism”, “cell cycle”, “gene expression”, “anatomical structure development” and “cell communication/immune response”. Some examples of differentially expressed genes will be discussed in relation to energy metabolism and myogenic progenitor cells recruitment and sarcomerogenesis which composed steps of myogenesis process leading to the formation and growth of myofibers. The last part will discuss contrasted results in relation to muscle regeneration process.

### Energy Metabolism

Our functional analysis identified “energy metabolism” as one of the most relevant biological pathway associated to LM and SM differentially expressed genes set. SM overexpressed genes were related to mitochondrial fatty acid beta-oxidation pathway (*ACSF3*, *ACADVL*, *ACADS* and *HADHA*), citric acid cycle (*ACO2* and *SDHA*) and the five mitochondrial respiratory chain complex: NADH dehydrogenase (ubiquinone) subunits (*MT-ND3*, *MT-ND6*, *NDUFA3*, *NDUFA8*, *NDUFA9*, *NDUFA10*, *NDUFA11* and *NDUFV1*), succinate dehydrogenase subunits (*SDHA*), ubiquinol-cytochrome c reductase complex subunits (*CYC* and *UQCRC1*), cytochrome c oxidase subunits (*COX4I2*, *COX8A* and *MT-CO1*) and ATP synthase subunits (*ATP5A1* and *ATP5D*). On the other hand, LM overexpressed genes were related to glycogenolysis regulation (*PHKA1* and *PHKB*), pyruvate metabolism pathways (*PCK1*) and uncoupling protein (*UCP4* and *UCP5*). These results suggest on the one hand a higher mitochondrial oxidative activity in SM than in LM while on the other hand a limited usage of oxidative phosphorylation through uncoupling protein overexpression and a predominant usage of the anaerobic glycolytic pathway in LM. These results are consistent with and refine previous knowledge on SM and LM metabolic characteristics. 

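All 16 genes of the respiratory chain complexes named here were called higher in SM, with a median log2 fold change of -0.75. Calls were the same when adjusted over the list alone, which is no independent evidence, since the study chose these genes on the same arrays. The change was -0.62 (SE 0.088, adjusted p = 9.35e-11) for MT-ND3 and -0.77 (SE 0.11, adjusted p = 1.47e-10) for MT-ND6. Among the nuclear subunits of complex I it was -0.96 for NDUFA3, -0.71 for NDUFA8, -0.59 for NDUFA9, -0.96 for NDUFA10, -0.85 for NDUFA11 and -0.91 for NDUFV1. The gene the paper writes as CYC stands in the tables as CYC1, with a change of -0.72 (SE 0.034, adjusted p = 1.54e-49), and UQCRC1 had one of -0.90 (SE 0.047, adjusted p = 3.77e-44). The change was -1.05 for COX4I2, -0.61 for COX8A and -0.73 for MT-CO1. For the ATP synthase it was -0.77 (SE 0.044, adjusted p = 4.26e-40) for ATP5A1 and -0.68 (SE 0.040, adjusted p = 1.40e-38) for ATP5D, while ATP5I, a further subunit of it that stands in Table 1, was higher in LM by 2.17. The probes of NDUFA3 and COX4I2 hold 10 and 8 C in their first 15 bases. With the index of C-rich probes as a covariate they reversed to 0.30 and 0.45, while NDUFA10, also with 8 C, did not reverse. NDUFA3 also stood at 0.0016 with base composition removed from each array. In the other pathways, the change was -0.88 (SE 0.039, adjusted p = 5.67e-54) for ACSF3, -0.71 (SE 0.029, adjusted p = 4.70e-57) for ACADS and -0.99 (SE 0.047, adjusted p = 4.17e-49) for HADHA.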

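The paper bases this on the named genes of these pathways and on its functional enrichment of energy metabolism. It also cites earlier work on the fibre types and oxidative capacity of the muscles. A list of slow oxidative fibre genes, set before the data were examined, has 6 of its 12 genes in the tables at hand, of which 5 were called higher in SM. These are MYL2 at -0.29, MYL6B at -0.32, TNNI1 at -0.32, CASQ2 at -0.46 and MB at -0.33, while ATP2A2 was higher in LM at 0.35. MYL6B was not called with the scan day as a random block, with base composition removed from each array or with the index of C-rich probes as a covariate. MYL2 and CASQ2 were not called when the pig and the index of C-rich probes entered the model together. Of 19 fast glycolytic fibre genes 4 are in the tables, MYH1 at -0.57 and PVALB at -1.22 higher in SM, MYL1 at 0.87 and PYGM at 0.23 higher in LM. Calls adjusted over the list alone were the same, which is no independent evidence because the probes had been chosen as different on these arrays.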

In fact, these two glycolytic muscles are predominantly composed of fast-twitch type II fibers and low level of slow-twitch type I fibers. However, SM is composed of highest percentage of intermediate fast-twitch type IIa myofibers and exhibited higher oxidative capacity than LM [3], [4], [6].

### Myogenesis Process

Although mature myofibers are postmitotic cells, functional enrichment analysis highlighted cell cycle, gene expression and muscle development as important features to characterize contrasted LM and SM expression profiles. 

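CDKN1B had a mean log2 value of 2.55 ± 0.48 (SD, n = 80) in LM and 3.22 ± 0.45 (SD, n = 90) in SM, a log2 fold change of -0.67 (SE 0.071, adjusted p = 7.45e-17, 67 of 80 pigs). With the index of C-rich probes as a covariate, CDKN1B reversed to 0.41. Its probe holds 6 C in its first 15 bases, and the covariate can also take away a real difference.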

SM overexpressed genes were related to satellite cells activation (*IGF1*, *FGF18*), cell cycle control at G1 phase (*CCND2*, *CCND3* and cyclin-dependent kinase inhibitor, *CDKN1B*) and myoblast determination (*MYOD1*, *MRF4*). On the other hand, LM overexpressed genes were involved in the negative regulation of satellite cells activation (*MSTN*, *FST*), and cell cycle progression through G1/S, S/G2 or G2/M transition and in M phase. Hormonal control of satellite cells activation involved different growth factors including insulin-like growth factor I, which is a well-known hypertrophy factor acting on muscle mass and fibroblast growth factor [27], [28]. In fact, insulin-like growth factor I induced myogenesis by activating satellite cells and promoting proliferation, differentiation and fusion with existing myoblast [27]. On the other hand, myostatin and its antagonist follistatin, overexpressed in LM, are both involved in the main signaling pathway that negatively regulates satellite cells activation [29], [30]. *MSTN* is expressed in satellite cells and act on cell cycle progression to maintain the G1 resting state (G0) and limit muscle growth by inhibiting satellite cells activation and proliferation [31]. Follistatin antagonize myostatin inhibitory activity by direct protein interaction. Balance between follistatin and myostatin limit the recruitment of satellite cells [29].

Once activated, satellite cells proliferate before undergoing myogenic differentiation. Cells proliferation relies on kinases or E3 ubiquitin-protein ligases that regulate activity or stability (ubiquitination and subsequent proteasomal degradation) of key cell-cycle control proteins. Interestingly, we have identified “Cell cycle” and “Ubiquitin mediated proteolysis” among enriched pathways associated with cluster 2. Among E3 ubiquitin-protein ligases, Anaphase promoting complex/cyclosome (APC/C) genes (*ANAPC1*, *ANAPC4*, *CDC26*, *CDC27*) were overexpressed in LM. APC/C is a key regulator of the eukaryotic cell cycle acting on G0/G1 transition, through S and G2 phase, and during mitoses to ensure proper and correct succession of cell cycle key events [32]–[34]. On the other hand, Cyclin D (*CCND2*, *CCND3*) major regulatory proteins of the G1 phase and *CDKN1B* genes were overrepresented in SM. During G1 phase cyclin-dependent kinase inhibitor 1B binds to cyclin D-CDK4 complexes, and thus promote the cell cycle arrest at G1 [35].

Another step of myogenesis relies on myoblast determination and differentiation. Determination and differentiation of myoblast progenitor is governed by the expression of a family of four muscle specific transcription factors called myogenic regulatory factors (MRFs): *MYOD1*, *MYF6*, *MYF5* (myogenic factor 5) and *MYOG* (myogenin) [36]. 

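MYOG was higher in LM, with a mean log2 value of 0.13 ± 0.52 (SD, n = 89) in LM and -0.30 ± 0.57 (SD, n = 89) in SM and a log2 fold change of 0.44 (SE 0.081, adjusted p = 3.33e-07, 62 of 88 pigs). Its call was lost with the index of C-rich probes as a covariate. The tables at hand hold no probe of MYF5.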

*MYOD1* and *MYF6* were specifically overrepresented in SM. During satellite cells proliferation phase, *MYOD1* is expressed by activated satellite cells and governs myoblast lineage determination [36]–[38]. *MYF6* is expressed in undifferentiated proliferating cells as well as in differentiated myoblast. Myogenic factor 6 seems to be implicated in both roles: myogenic specification genes acting on activated satellite cells and terminal differentiation genes [27], [36], [37].

Collectively, this set of differentially expressed genes strongly suggests notable differences in myogenic progenitor recruitment, proliferation and differentiation between LM and SM. LM seems to limit satellite cells activation through myostatin pathway. However, once initiated, cell cycle seems to be completed in LM with overrepresentation of genes involved in the control of cell cycle key step (G1/S transition, S phase, S/G2 and G2/M transition, M phase). On the other hand, our results suggest that SM activates myogenic progenitors through insulin-like growth factor I, and that cells withdraw from cell cycle after mitosis at G1 phase allowing cell commitment to the differentiation program through MRFs expression.

Migration is a crucial step in myogenesis as it allows myoblasts alignment before fusion in myotubes. Myoblasts specifically fuse to each other to form myotube, and in a second phase fuse to existing myotubes for muscular development, muscular maintenance or regeneration process [39]. The largest functional cluster underlying skeletal muscle discrepancy was related to anatomical structure and muscle development GO BP terms and “ECM-receptor interaction” and “Focal adhesion” pathways. The extracellular matrix and cell adhesion molecule play an important role in myoblast mobility and fusion. *CDH2*, *CD44* and *CD164* (CD164 molecule, sialomucin), three genes coding for cell-surface glycoproteins, are involved in cell-cell interactions, cell adhesion and migration. CD44 and CD164 molecules are two transmembrane proteins playing a key role in myoblast motility regulation [40], [41]. Cadherins have been implicated in embryonic myoblast fusion, post-natal myogenesis or even regeneration process [42]–[44]. *CAV3* gene encodes an integral membrane protein, is induced during myoblast differentiation and has been implicated in myoblast fusion regulation and myotubes formation [45], [46]. Last, adiponectin (*ADIPOQ*) well known for its implication in glucose metabolic regulation, have been also implicated in an autocrine/paracrine signaling effects on myoblast differentiation and fusion [47], [48]. These genes are overrepresented in SM. 

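CD164 had a log2 fold change of -0.63 (SE 0.041, adjusted p = 1.58e-33, 82 of 84 pigs). ADIPOQ had one of -1.26 (SE 0.14, adjusted p = 2.42e-15, 79 of 90 pigs), with an SD between arrays of 0.99 in LM and 0.94 in SM.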

Our results suggest that, in SM, myoblast migration, alignment and fusion in myotubes are more active than in LM. Moreover, genes encoding giant sarcomeric protein such as *NEB* and *TTN* and genes encoding proteins of the sarcoplasmic reticulum membrane calcium release channel such as *RYR1* and *TRDN* as well as genes encoding contractile proteins such *MYH3*, *MYH8*, *MYH9* and *MYH11*, *TNNI3* and *TNNT2* are differentially expressed between LM and SM. These genes are involved in terminal differentiation of myoblasts in sarcomerogenesis and in sarcomeric structure stabilization and maintenance [49]–[53]. This set of differentially expressed genes suggests that sarcomere assembly and maintenance processes are important process to characterize contrasted LM and SM expression profile.

Altogether, regarding satellite cells activation, myoblast differentiation and fusion to form sarcomere, our results suggest higher myogenic activity in SM than in LM.

### Muscle Regeneration Process

Last, functional enrichment analysis identified inflammatory immune response as relevant biological pathway to characterize LM and SM. SM overexpressed genes related to inflammatory response such as chemokine ligand (*CCL21* and *CCL23*) and complement component or factor (*C1QC*, *C1R*, *C1S*, *C3*, *C4A* and *CFB*). In accordance, several studies have reported an induction of replication factors and cyclins in early stage of proliferative phase following muscle injury. This induction is followed by upregulation of myogenic factor and cyclin dependant kinase inhibitors upon transition from proliferation phase to differentiation phase [54], as well as overexpression of genes involved in inflammatory process, myogenic differentiation and ECM remodeling [55]–[57]. Moreover, several genes products overexpressed in SM have been shown to be involved and specifically induced during muscle regeneration process. *ADIPOQ* is involved in the regenerative processes of skeletal muscle [47] whereas cadherins molecules are upregulated in activated satellite cells following injury [58]. Tenascin C and biglycan (*BGN*) two ECM glycoproteins are thought to be involved in muscle repair [59], [60]. *BGN* mRNA expression which is low in mature myofibers, is highly upregulated during muscle regeneration in myoblast and newly formed/regenerating myotubes and is concomitant with the expression of embryonic isoform of myosin by these new myotubes [61]. 

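BGN had a mean log2 value of 3.53 ± 0.51 (SD, n = 87) in LM and 5.35 ± 0.54 (SD, n = 90) in SM, a log2 fold change of -1.81 (SE 0.078, adjusted p = 2.18e-54, 86 of 87 pigs), which exceeds the SD of either muscle.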

Interestingly, SM re-expressed the embryonic (*MYH3*) and peri-natal (*MYH8*) isoforms of myosin heavy chain which could be associated with muscle regeneration. In fact, embryonic and peri-natal myosin isoforms disappear at birth and are progressively replaced by adult MHC [62], [63] but re-expression of these developmental myosin isoform has already been reported during muscle regeneration [27], [64]. Finally, insulin-like growth factor I have been implicated in muscle regeneration process and acting through a paracrine/autocrine regulation [27]. Thus, SM expression profile strongly suggests a regenerative muscular process which is characterized by expression of genes related to inflammatory response, fetal myogenic program and ECM proteins. 

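From the higher expression in SM of genes of the inflammatory response, of developmental myosins and of ECM proteins, the paper proposes a regenerative process in SM. The values behind each of these genes rest on slides that held 1 muscle each, and the arrays were made from whole muscle samples. LAPTM5, at -1.43 (SE 0.078, adjusted p = 1.37e-42, 90 of 90 pigs), and CD14, at -1.13 (SE 0.059, adjusted p = 2.18e-44, 90 of 90 pigs), are further macrophage genes higher in SM, while CTSS and PTPRC differed less, by -0.37 (SE 0.083, adjusted p = 1.77e-05) and -0.29 (SE 0.086, adjusted p = 0.00134). PTPRC was not called with the scan day as a random block, and neither of the last genes was called when the pig and the index of C-rich probes entered the model together. Among the connective tissue genes, FN1 changed by -1.21 (SE 0.073, adjusted p = 4.90e-37, 85 of 89 pigs) and THY1 by -1.55 (SE 0.068, adjusted p = 5.33e-54, 88 of 89 pigs). In the other direction, CD68 was higher in LM by 0.40, alone among the 9 named macrophage genes. COL5A2 was higher in LM by 0.20, alone among the 10 named connective tissue genes.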

While SM is used for locomotion, it could be therefore physiologically more active and subject to more minor lesions than the LM which is required for postural purpose. Thus, in SM, satellite cells might be activated and process to proliferation, myoblast differentiation and fusion for either muscle homeostasis or to form new multinucleated myotubes [27], [65]–[67]. Concomitantly, the mechanism of sarcomere maintenance has to incorporate newly synthesized contractile proteins [68].

In conclusion, our study aimed to identify the biological events that underlie the differences between LM and SM metabolic and contractile properties by comparing their gene expression profiles. Results shed light on differentially expressed genes mainly related to myogenesis processes which suggests dissimilar post-natal myogenic activity between the two muscles. However we cannot presume if this results from dissimilar muscle maturity and/or from regeneration process occurring mainly in SM. This variability could affect muscle development and hence meat quality traits [13], [69], thus skeletal muscle specificity should be taken into account to determine important features for meat quality traits and identify useful biomarkers of pork quality.

## Methods

### Ethics Statement

All samples analyzed in this study were collected post-mortem, from pigs raised and slaughtered in the context of pig meat production. These animals and the scientific investigations described herein are therefore not to be considered as experimental animals per se, as defined in EU directive 2010/63 and subsequent national application texts. Consequently, we did not seek ethical review and approval of this study as regarding the use of experimental animals. All animals were reared and slaughtered in compliance with national regulations pertaining to livestock production and according to procedures approved by the French Veterinary Services. Pigs were raised on the France Hybrides nucleus herd of Sichamps and slaughtered on the ORLEANS Viandes commercial EU approved slaughterhouse according to standard procedures (ORLEANS Viandes, Fleury-les-Aubrais, France).

### Animals and Study Design

Analyses presented here were performed on a subset of larger cohort, and defined as two half sibs family of 41 and 49 animals. The 90 pigs used in this study were non modified domestic pigs produced as an intercross on two successive generations between two terminal sire lines (FH016, Pietrain type line, and FH019 synthetic line from Duroc, Large White and Hampshire founders, FRANCE HYBRIDES, St Jean de Braye, France). See Cherel et al. [70] for details. All animals were raised on the same farm and slaughtered at an average body weight of 108 kg in the same commercial slaughterhouse according to standard procedures for commercial slaughtering (ORLEANS Viandes, Fleury-les-Aubrais, France). Average age was 151 days at slaughtering. Slaughtering method entailed exsanguination following electric stunning. The Longissimus and Semimembranosus muscles were sampled 20 minutes post-mortem at the same time point following exsanguination from the same carcasses. To minimize biopsy site variation, each sample type (i.e. LM or SM) was collected by a single operator. Muscle samples were collected using a manual trocar instrument and are localize in the superficial regions of the muscle. Muscle sample were immediately frozen in liquid nitrogen. All animals were genotyped as homozygous wild type genotypes NN and rn+rn+ with regard to the HAL and RN loci, respectively [71], [72].

### Total RNA Extraction

Total RNA was extracted by crushing the frozen tissue in Trizol reagent (Invitrogen, Cergy-Pontoise, France) and purified using Nucleospin RNA II Kit (Macherey-Nagel, Lyon, France). Total RNA was quantified using a NanoDrop ND-1000 spectrophotometer (Thermo Scientific, Illkirch, France) and the integrity was assessed using the Agilent RNA 6000 Nano kit with an Agilent 2100 Bioanalyzer (Agilent Technologies France, Massy, France). The RNA integrity number (RIN) was above eight for all samples.

### Microarray Design

The “GenmascqChip”, a custom 15 k pig skeletal muscle microarray was used in this study [15]. Microarray annotation was produces using BLAST 2.2.23+ [73] for megaBLAST analysis of the 15198 oligonucleotides sequences (60 mers) printed on the microarray against ENSEMBL cDNA and NCBI refSeq mammal databases. Annotation was based on similarity and quality criteria [74]. Among the 15198 probes of the GenmascqChip, 12939 probes (i.e. 85% of the oligonucleotides) have been linked to a unique annotated sequence and to 9169 unique genes (i.e., 30% of redundancy). An 8×15 K oligo-microarray Agilent format was chosen, therefore one probe per microarray and eight microarrays were fitted in each slide. Description of the GenmascqChip is publicly available into the GEO repository (http://www.ncbi.nlm.nih.gov/geo/) through GEO platform accession no. GPL11016.

### Microarray Hybridization

Total RNA (350 ng) from each sample (90 LM, 90 SM) was individually labeled with Cy3 using the Low RNA Input Linear Amplification Kit PLUS, One-Color (ref 5188–5339, Agilent Technologies, Massy, France) following the manufacturer’s instructions. Microarray hybridizations were carried out at 65°C for 17 hours in Agilent’s SureHyb Hybridization Chambers containing 600 ng of Cy3-labeled cRNA sample. Slides were disassembled and washed in Gene Expression Wash Buffer 1 for 1 minute at room temperature and then in Gene Expression Wash Buffer 2 for 1 minute at 37°C. Microarrays were scanned at 5 µm/pixel resolution using the Agilent DNA Microarray Scanner G2505B, and images were analyzed with Agilent Feature Extraction Software (Version 9.5), using the GE2-v5_95_Feb07 FE extraction protocol. These MIAME compliant microarray data have been deposited into the GEO repository (http://www.ncbi.nlm.nih.gov/geo/) and are publicly available through GEO Series accession no. GSE33957.

### Microarray Data Analysis

All statistical analyses were performed using R software version 2.8.1 [75]. Raw spots intensities were first submitted to quality filtration based on intensity, uniformity and saturation criteria. All probes with more than 50% quality flagged spots within muscle were deleted from this study whereas remaining probes were considered significantly expressed in skeletal muscle. Processed signal intensities from filtered probes were natural log transformed and centered within sample by subtraction of the sample median value. Within probes, all spots that deviated by more than three times the standard deviation from the mean were considered as outliers and deleted from further analysis. All probes whose spots were flagged or detected as outliers within more than 50% of samples per muscles were also removed from the analysis. To increase the robustness of differential expression analysis, probes with the smallest expression variability across samples were filtered out using K-means algorithm (k = 3) [76]. For each remaining probes, raw expression data were analyzed according to the following linear model of variance:

Y = Sex+Slaughter Batch+Hybridization Batch within Sire+Carcass Weight+Muscle+E.

Where Y is the raw expression data; Sex is the fixed effect of sex (2 levels), Slaughter Batch (2 levels) represent the effect of the slaughter season (summer or winter); Hybridization Batch within Sire represent the effect of the hybridization batch per Sire family (9 levels for Sire Family level 1, 11 levels for Sire Family level 2); Carcass Weight is a covariable to take into account the animal weight at slaughter time; Muscle is the fixed effect of the Muscle (2 levels) and E is the residual. All effects exceeding the significant level of P<0.2, were kept in the model. The muscle effect was kept in each model. P-values were adjusted according to Benjamini and Hochberg multiple testing correction procedure [77]. Differentially expressed probes were selected using adjusted P-values of 0.05 or less. Adjusted means for LM and SM were calculated using lsmeans function for the muscle effect (package lsmeans). Differentially expressed probes were assigned as overrepresented in LM or overrepresented in SM according to the greatest mean. Fold change value is expressed as ratio of the greatest to the least mean: the expression ratio of LM to SM muscle effect when genes are overrepresented in LM and as the expression ratio of SM to LM muscle effect when genes are overrepresented in SM.

### Validation of Microarray Data: Reverse Transcription and Quantitative Real Time PCR (RT-qPCR)

RT-qPCR was performed using SYBR Green methodology to validate seven differentially expressed genes: ADAM metallopeptidase with thrombospondin type 1 motif 8 (*ADAMTS8*); aldolase A fructose-bisphosphate (*ALDOA*); CCAAT/enhancer binding protein alpha (*CEBPA*); muscle carnitine palmitoyltransferase 1B (*CPT1B*); diacylglycerol O-acyltransferase 2 (*DGAT2*); ryanodine receptor 1 (*RYR1*) and transforming growth factor beta 1 (*TGFB1*). Eight animals identified as non-outliers in microarray analysis were randomly chosen to validate those genes. Complementary DNA was synthesized from 2 µg of total RNA previously used in microarray analysis, using High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA). Primers (Table 5) were designed from porcine sequences using Primer Express software 3.0 (Applied Biosystems). Amplification was performed in triplicate, in 12.5 µl with 5 ng of reverse-transcribed RNA and both forward and reverse primers (200 nM each) in 1X PCR buffer (Fast SYBR Green Master Mix, Applied Biosystems) containing Uracil DNA glycosylase to prevent any DNA contamination from previous PCR. A StepOnePlus™ Real Time PCR system (Applied Biosystems) was used. Thermal cycling conditions were as follows: 50°C for 2 min, 95°C for 20 s, followed by 40 cycles of denaturation at 95°C for 3 s and annealing at 60°C for 30 s. Specificity of the amplification products was checked by dissociation curves analysis. Three genes were selected as stable reference genes for normalization using geNorm algorithm [78]: beta 2 microglobulin (*B2M*), TATAbox binding protein (*TBP*) and *18S* (*18S* rRNA predeveloped TaqMan kit from Applied Biosystems). For each sample, a normalization factor (NF) was calculated using geNorm algorithm and used for subsequent normalization. The normalized expression level (N_exp_) was calculated according to the following formula: N_exp_ = E^−ΔCt (sample-calibrator)^/NF, where the calibrator is a pool of the 16 skeletal muscle samples and E is the PCR efficiency calculated from the slope of calibration curve. Normalized expression levels of mRNAs were then compared between muscle using the Student t-test and P-value ≤0.05 for significance.

**Table 5:** Primers pairs used in quantitative real-time RT-PCR.

Target gene^1^	GenBank Accession^2^	Primers pair sequences (Forward/Reverse)
**ADAMTS8**	BI360058	ACCCCTCCAGCTATGGCTACA
		TGGATGGCTCCGCTGTTT
**ALDOA**	CB286787	CGCTGTCCCTGGGATCAC
		GCACTTGTTGATGGCGTTGA
**CEBPA**	AF103944.1	GTGGACAAGAACAGCAACGA
		CTCCAGCACCTTCTGTTGAG
**CPT1B**	AF284832	CACTGTCTGGGCAAACCAAA
		GCCACCTGGTAGGAACTCTCAAT
**DGAT2**	DT325702	CCTGATGTCTGGAGGCATCTG
		CACGATGATGATGGCATTGC
**RYR1**	M91451	CCCTGTGTGTGTGCAATGG
		GTTTGTCTGCAGCAGAAGCT
**TGFB1**	AF461808	AGCGGCAACCAAATCTATGATAA
		CGACGTGTTGAACAGCATATATAAGC
**B2M** 3	DQ178123	AAACGGAAAGCCAAATTACC
		ATCCACAGCGTTAGGAGTGA
**TBP** 3	DQ845178	AACAGTTCAGTAGTTATGAGCCAG
		AGATGTTCTCAAACGCTTCG

1 ADAMTS8, ADAM metallopeptidase with thrombospondin type 1 motif, 8; ALDOA, aldolase A, fructose-bisphosphate; B2M, beta-2-microglobulin; CEBPA, CCAAT/enhancer binding protein (C/EBP), alpha; CPT1B, carnitine palmitoyltransferase 1B (muscle); DGAT2, diacylglycerol O-acyltransferase 2; RYR1, ryanodine receptor 1 (skeletal); TBP1, TATA box binding protein; TGFB1, transforming growth factor, beta 1.

2 Accession number of the Sus scrofa sequence used to design primers.

3 Gene used as reference for normalization.

### Functional Analysis

To facilitate functional categorization of differentially expressed genes, we used hierarchical clustering of genes based on semantic similarity of GO BP terms. Semantic similarity was calculated between each pairwise combination of differentially expressed genes with a muscle fold change ratio (i.e. ratio of the greatest to the least muscle effect) above 1.5. Similarity was computed according to semantic similarity measures based on the method of Wang [26] implemented in the GOSemSim package [79]. Two genes that shared several GO BP terms result in similarity value close to one, indicating that they are similar in terms of biological process. Conversely dissimilar genes result in similarity value close to zero. Then hierarchical clustering was performed using “1-semantic similarity” as distance between two genes (similar genes have a distance close to zero) and “ward” as aggregation criterion to identify clusters of genes that share BP terms.

Functional characterization of clustered genes was performed using Gene Set Analysis Toolkit V2 (WebGestalt, http://bioinfo.vanderbilt.edu/webgestalt/) [80], [81] using BP GO terms, KEGG pathways [82] and WikiPathways [83]. The lists of genes were uploaded using orthologous human ENTREZ gene ID. A minimum of five genes was required for a term to be considered of interest. For each terms of interest, significance levels were calculated following a hypergeometrical test using GenmascqChip 15K orthologous human ENTREZ gene ID as background. A multiple testing correction P-value was calculated according to Benjamini and Hochberg procedure and an adjusted P-value of 0.05 or less was retained for significance.

## Supporting Information

Table S1 Genes overexpressed in *Longissimus*. Results were expressed as the *Longissimus* to *Semimembranosus* ratio of the gene expression. The P-value of each gene was adjusted according to the Benjamini and Hochberg procedure. Differentially expressed probes were selected using adjusted P-values of 0.05 or less. Redundancy represented the number of probes per gene. In this list, 240 genes had more than one probe.
(XLSX) Click here for additional data file.

Table S2 Genes overexpressed in *Semimembranosus*. Results were expressed as the *Longissimus* to *Semimembranosus* ratio of the gene expression. The P-value of each gene was adjusted according to the Benjamini and Hochberg procedure. Differentially expressed probes were selected using adjusted P-values of 0.05 or less. Redundancy represented the number of probes per gene. In this list, 413 genes had more than one probe.
(XLSX) Click here for additional data file.

Table S3 Functional cluster composition. Annotated differentially expressed genes with a muscle fold change above 1.5 were clustered based on their functional annotation (GO BP) semantic similarity. Hierarchical clustering was performed using “1-semantic similarity” as distance between two genes (similar genes have a distance close to zero) to identify clusters of genes sharing BP terms.
(XLSX) Click here for additional data file.

Table S4 Enriched biological process of clustered differentially expressed genes. Functional characterization of clustered genes was performed using Gene Set Analysis Toolkit V2 (WebGestalt, http://bioinfo.vanderbilt.edu/webgestalt/) using BP GO terms. The lists of genes were uploaded using orthologous human ENTREZ gene ID. A minimum of five genes was required for a term to be considered of interest. For each terms of interest, significance levels were calculated following a hypergeometrical test using GenmascqChip 15 K orthologous human ENTREZ gene ID as background. A multiple testing correction P-value was calculated according to Benjamini and Hochberg procedure and an adjusted P-value of 0.05 or less was retained for significance.
(XLSX) Click here for additional data file.

Table S5 Enriched pathways of clustered differentially expressed genes. Pathway analysis of clustered genes was performed using Gene Set Analysis Toolkit V2 (WebGestalt, http://bioinfo.vanderbilt.edu/webgestalt/) using KEGG pathways and WikiPathways. The lists of genes were uploaded using orthologous human ENTREZ gene ID. A minimum of five genes was required for a term to be considered of interest. For each terms of interest, significance levels were calculated following a hypergeometrical test using GenmascqChip 15 K orthologous human ENTREZ gene ID as background. A multiple testing correction P-value was calculated according to Benjamini and Hochberg procedure and an adjusted P-value of 0.05 or less was retained for significance.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

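Gene expression was measured in the Longissimus (LM) and Semimembranosus (SM) muscles of 90 pigs, sampled 20 minutes after death, with 1 single-colour Agilent array for each muscle of each pig. The labels name the muscle and the pig of every array, and no array was left out. The paper states that 350 ng of RNA was labelled, while the labels state 500 ng, and the extraction protocol in the scanner's output is GE1-v5_95_Feb07 where the paper names GE2-v5_95_Feb07. Feature Extraction 9.5.3.1 read all 90 arrays of SM and 46 of LM, and version 9.5.1.1 read the other 44 of LM.

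The scanner's output holds, for each of 15744 spots, a processed signal on a linear scale with the background subtracted and trends across the array corrected, the mean signal, the local background and quality marks. It is not normalized between arrays. The authors also deposited a table of 6903 probes. As deposited, its values are on the natural log scale: the authors took the natural log of the processed signal and subtracted 1 constant for each array, which was checked against the scanner's output, with non-uniform spots missing and 96.2% of the spots not well above background present.

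Control spots were left out, and the processed signal was put on the log2 scale. Spots that were not well above background, not uniform or saturated were missing. Probes with more than 50% such spots in either muscle were left out, the median of each array over the probes kept was subtracted, values more than 3 SD from the mean of their probe were removed, and probes then missing in more than 50% of the arrays of either muscle were left out. Of 15198 probes, 10987 were kept. The steps up to this point follow the methods of the paper apart from the base of the log and the following. Single spots that failed the criteria were set to missing in the probes kept, which the paper does not state and which its deposited table does not do for most spots not well above background. The filter by k-means was an alternative because the variable it clustered is not stated. The model differs from that of the paper: it leaves out the terms for sex, slaughter batch, hybridization batch and carcass weight, which the labels do not give, and it uses a moderated test, where the paper chose terms by their p value and took adjusted means from a linear model.

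The muscles were compared probe by probe with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with statmod 1.5.0 for random blocks, and p values were adjusted by the method of Benjamini and Hochberg. Probes with an adjusted p of 0.05 or less were called, in the direction of the higher mean, and the FC ratio is the ratio of the geometric means. Values were read from the scanner's output and plotted with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The model and test, without the filters and centring, were tried on simulated log2 values for 10000 probes, of which 200 differed between the muscles. Of the changed probes 99.0% were called, all in the true direction, and 3.41% of the probes called were unchanged. The simulated values held independent noise, spots missing at random and no differences between slides or scan days. These rates therefore do not carry over to the real arrays.

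The probes read above background differ between the muscles, and the precision of each mean is limited by the number of arrays with a usable spot, which is given with the means. Slides and scan days hold 1 muscle each, so neither could be a fixed term beside the muscle. Similarity of the 2 muscles of a pig was measured as the Pearson correlation, across probes, of their deviations from the means of the muscles, with 100000 permutations of the pigs. Differences between slides within a muscle were tested with the F test of limma on slides with 3 or more arrays.

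Genes were named by rule: every gene that the results and discussion of the paper name, by its probe in Tables S1 and S2 with the highest FC ratio there (values that had been seen), the 5 called probes with the highest FC ratio in each muscle that go the same way in at least 95% of the pigs, and the genes of 9 lists of fibre, cell type and respiratory chain genes. The tables at hand name no other probes, and the copy of Table S2 holds only its first part, so no test of a list as a set was made.

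The alternatives were centring on the 75th percentile, quantile normalization, normexp background correction with an offset of 50, keeping the spots that failed the criteria, no filter on dim probes, no removal of outlying values, saturation not counted, a weaker intensity criterion, the filter by k-means with 3 clusters, the pig as a block, the slide or the scan day as a random block, the pig and the slide together, ordinary least squares, the deposited table, and the ratio of arithmetic means. Those on base composition and on the version of the software were added after the data were examined. The index of C-rich probes (8 or more C in the first 15 bases, against 2 or fewer) was first made from plain means of the probes present, which moved with missing spots, and was made again from values centred on each probe; the values given are from the second form. The left-out steps are the functional enrichment and the RT-qPCR, whose data are not among the deposited values.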

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

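The tests of the share of probes above background by slide and by the relation to brightness within each muscle, the motifs of the probes without a gene and the slide as a block for them, the second test of mislabelled samples, and all the tests on the probe that separates the pigs were chosen only after the result was seen.

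The paper discusses genes that its tables name. Among the 309 probes more than 3-fold higher in LM, only 79 (25.6%) have a gene in the tables at hand and 230 have none, while 25 of the 38 probes more than 3-fold higher in SM have one. The paper does not discuss the probes without a gene. If probes read the reverse strand, the reversed polyadenylation signal should be more common among them and the forward signal less common. The reversed signal was found in 3.56% of the 309 probes against 4.63% of the other probes kept (Fisher's exact test, two-sided p = 0.489), and the forward signal in 4.85% against 10.9% (p = 0.00035). Among the 230 probes without a gene alone these were 4.35% (p = 1) and 3.91% (p = 0.000225), against the same other probes. The reversed signal was not more common and the forward signal was less common, so the reverse strand can be neither supported nor excluded, and probes outside the ends of transcripts stay open too. With the slide as a random block, adjusted over all the probes kept, 229 of the 230 were still called more than 3-fold higher in LM, which argues against random differences between slides as the whole cause. A difference between the periods in which the muscles were scanned stays open, as does a biological difference between the muscles.

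A further signal outside the probes that the paper analysed is that 1739 probes passed the quality criteria in LM only, against 62 in SM only, and that 244 of the probes were read in at least 90% of the arrays of LM and at most 10% of those of SM, against 0 the other way. Without the filter, 1539 of the 1739 were called higher in LM, 1252 of them by more than 1.5-fold. These probes were chosen for passing in LM only, which favours a higher value in LM, so these numbers are no independent evidence. Arrays of LM had a mean of 84.2% of probes well above background and those of SM 73.3%. Within LM the share was unrelated to the brightness of the array, taken as the 75th percentile of its processed signal (Pearson r = 0.0095, permutation p = 0.929; Spearman rho = 0.016, permutation p = 0.879; r = 0.028 without the 2 arrays farthest from the median), and within SM the relation was weakly positive (Pearson r = 0.170, permutation p = 0.109; Spearman rho = 0.153), so brightness is not supported but stays open. The 3 arrays of LM dimmer by this percentile than the median array of SM had a median of 78.7%, but are too few to decide. Slides within LM ranged from 74.4% to 96.7%, a wider spread than between the muscles (permutation p of slides 2e-05), and those of SM from 70.1% to 76.7%. Differences from slide to slide may therefore make up part of this pattern, although the ranges of the slide means overlap only from 74.4% to 76.7%. A difference common to all the slides of a muscle cannot be told apart from the muscle, because each slide holds 1 muscle. A difference in expression between the muscles stays open.

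The paper does not compare the 2 muscles of a pig. After removal of the means of the muscles, the correlation across probes of the 2 muscles of a pig had a mean of 0.0751 (SD 0.139, n = 90 pigs, range -0.330 to 0.498), against -0.00071 for arrays of different pigs (one-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). Over pigs, 152 probes varied together in the 2 muscles and 1 in opposite ways, and 12 of the 152 probes are of 9 genes of the mitochondrial genome, a count not tested against chance. The correlation is weak for single pigs: the other muscle of the same pig ranked first among the 90 for 3 pigs, and for 1 pig over the probes that vary together in the other pigs. So mislabelled samples cannot be told apart from weak similarity by these ranks. For the probe that varied together most, the largest gap between neighbouring pigs was 0.123 of their range, below the limit set for separate groups. This probe, BQ599155.1_1492, still follows the groups of another probe on nearly all arrays, as given next, so a variant of the genome can be neither supported nor excluded by the gap. Differences in sex, family or slaughter batch, which the labels do not give, stay open and were not tested.

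A probe that the paper does not discuss, BQ598889.1_523, was bright on 99 arrays (log2 value 6.04 ± 0.43, SD) and lower on 81 (0.12 ± 0.45). No array lay between 1.86 and 4.83. The lower values are close to the median of the probes kept, and the probe was measured on all 180 arrays. Both muscles were bright in 46 pigs and both were low in 37. In 7 pigs the muscles lay on opposite sides, with LM bright in 3 and SM bright in 4. The second probe, BQ599155.1_1492, with its arrays split midway between its means on the 2 sides, lay on the same side as the first on 177 of 180 arrays and on 11 of the 14 arrays of these pigs. In 4 of the 7 pigs both probes put the muscles on opposite sides, 2 pigs each way, so a failed spot of 1 probe is excluded for these 4 pigs, and a mislabelled sample may account for them. In the other 3 pigs the second probe puts both muscles on 1 side, so for these 3 pigs neither a failed spot nor a mislabelled sample can be excluded, since each probe was read once on each array. What the probes measure is not known from the tables. The correlation across all probes of the 2 muscles was -0.099, -0.096, -0.079 and 0.031 in the 4 pigs and -0.029, 0.044 and 0.15 in the other 3. Single pigs ranged from -0.330 to 0.498, so these values decide nothing about a mislabelled sample. An exchange of pigs within a muscle leaves the means of the muscles unchanged, and all arrays stayed in every comparison.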

How the results depend on the processing

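The alternatives were set before the data were examined, except those on base composition and on the version of the software, which were chosen after the result was seen. The comparisons of 134 named genes and probes with the 16 alternatives set beforehand gave 2132 values. None reversed, and 2125 kept their direction and their side of the threshold. COL5A2 was no longer called under quantile normalization, normexp background correction, no filter on dim probes and the scan day as a random block, CD68 under normexp background correction, and MYL6B and PTPRC with the scan day as a random block. The cause was not tested.

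The number of differentially expressed probes stayed within 1.5 times of 9169, from 7146 with the pig and the index of C-rich probes, an alternative added later, to 12773 without the filter on dim probes, except for the filter by k-means and the deposited table, which test fewer probes. Among the alternatives set beforehand, apart from these 2, the lowest was 7991 with the scan day as a random block. With the filter by k-means (4002 probes) it was 3558, with 1768 higher in LM and 1790 higher in SM, and median FC ratios of 1.77 in LM and 1.58 in SM. With the deposited table (6903 probes) it was 6027, with 3162 higher in SM and medians of 1.47 in LM and 1.43 in SM. Without the filter on dim probes, 6114 probes were higher in LM, 5152 had a FC ratio above 1.5 and the median in LM was 1.53. This alternative also shifts the log2 fold changes of the probes shared by a median of -0.12, since more probes enter the centring. The number above 1.5 was 3831 when spots only had to be positive and significant, which adds dim probes, and 1665 with normexp background correction, whose cause was not tested. Of the genes of the clusters, 592 were called higher in SM, and under all the alternatives, those added later included, the number was between 511 and 592.

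The share of the probes of Table S1 called higher in LM was 96.0%. It was 97.8% with centring on the 75th percentile, 89.4% with quantile normalization, 82.9% with normexp background correction, 98.1% with all spots used, 86.4% without the filter on dim probes, 92.3% with spots positive and significant and 98.7% with the deposited table. With the filter by k-means, which kept 1107 of the 1968 probes, it was 97.5% of those kept and 54.8% of all. With normexp background correction 1966 were kept, and the share is of these. It was 93.2% with the slide as a random block, 94.3% with the pig and the slide, and 87.2% with the scan day as a random block. The share of the probes at hand from Table S2 called higher in SM was 100% and was 99.7% with all spots used, with the slide and with the pig and the slide, and 98.4% with the scan day. With the filter by k-means, 812 of these probes were not kept and all the others were called. Random blocks widen the standard errors; for the others the cause was not tested.

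Among the alternatives added later, the share for Table S1 was 81.4% with the index of C-rich probes as a covariate, 74.8% with the pig and that index, 93.4% with base composition removed, 93.9% with the pig and base composition removed, 91.4% with arrays of software 9.5.3.1 only and 92.8% with arrays of software 9.5.1.1 for LM. For Table S2 these were 84.8%, 83.7%, 94.1%, 93.8%, 99.6% and 99.0%. The software alternatives use fewer arrays. For the others the cause was not tested, and the index differs between the muscles, so the covariate and the muscle overlap.

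With the index as a covariate, and with the pig and the index, in this order, the log2 fold change reversed to 0.0061 and 0.053 for NR2C2, 1.11 and 1.38 for KIFC2, 0.69 and 0.60 for MYOD1, 0.21 and 0.22 for MYH9, 0.28 and 0.25 for FGF18, 0.30 and 0.31 for NDUFA3, 0.45 and 0.39 for COX4I2, and 0.41 and 0.35 for CDKN1B. The probe BX921360.1_706 reversed to 0.0079 with the index. With base composition removed FGF18 reversed to 0.12, and also to 0.12 with the pig, while NDUFA3 reversed to 0.0016 without the pig. The probes of NR2C2, MYOD1, MYH9 and CDKN1B hold 7, 3, 5 and 6 C in their first 15 bases, below the limit of 8 for C-rich probes. The cause was not tested for single genes. With the index 8 of the 134 were no longer called, 2 of them among the 9 that reversed, and the other 7 that reversed were called in the opposite direction. With the pig and the index 14 were not called, 1 of them among the 8 that reversed, and the other 7 were called in the opposite direction.

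Fewer pigs gave fewer calls: a median of 3705 with 5 pigs and 5590.5 with 10, against 7228 with 20 and 8401 with 45, which follows from the smaller number of arrays. The correlation of the 2 muscles of a pig was 0.0751 over all probes and 0.0934 over the 1000 probes of highest SD. Signal over background limits the dim genes. With all spots used, the log2 fold change went from 2.23 to 2.64 for PCBP2, from 2.24 to 2.66 for NUDT3 and from -1.24 to -2.18 for SPP1, whose missing spots were mostly not well above background. For SPI1, whose missing spots were not uniform, it went from -3.02 to -2.21.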

Differences from the paper's values

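The paper's number of differentially expressed probes is 5582, and 9169 were found here. The sets tested differ. Here 10987 probes were tested, while the paper tested those left by its filter on variability, whose number it does not state. The deposited table holds 6903 probes, of which 87.3% were called. Among the alternatives set before the data were examined, 2 give a number within 1.5 times of the paper's: 6027 with the deposited table and 7991 with the scan day as a random block. Subsets of 10 pigs (median 5590.5) and of 20 pigs (7228) also do. The others do not. The number was 9063 with centring on the 75th percentile, 9271 with quantile normalization, 9098 with normexp background correction and 9183 with all spots used. Without the filter on dim probes it was 12773, without removal of outlying values 9152, and with saturation not counted 9164. It was 11179 with spots positive and significant, 3558 with the filter by k-means and 9159 with the pig as a block. With the slide as a random block it was 8629, with the pig and the slide 8727, and with ordinary least squares 9171. The ratio of arithmetic means changes only the FC ratio and keeps the same test, so its 9169 could not differ.

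Of the alternatives chosen after seeing the values, the index of C-rich probes as a covariate gives 8140, which is within 1.5 times. With it, however, 367 probes of Table S1 and 304 of those at hand from Table S2 were not called in the direction of their table. With the pig and the index the number is 7146, and 496 and 326 of these probes were not called in that direction. In the fit used in the text, 78 and 0 were not called in that direction, and 1 of the 78 was called higher in SM.

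In every named gene, the direction found here was that of the tables of the paper.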

Other observations

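The tests on the scan period, on slides for the C-rich probes, the choice of the C-rich probes themselves with their limits, and the count of non-uniform spots, were chosen only after the result was seen.

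Chance was tested with 100 splits of the arrays, the real one included, in which each pig gives 1 array to each side. Only 1 of the 100, the real split, called as many probes, as many higher in LM, as many higher in SM, or as many above 1.5-fold, so chance can be excluded for each. The other splits mix the muscles to different degrees, and called a median of 0 probes and at most 5657. Within LM, 6458 of 10987 probes differed between the 18 slides with 3 or more arrays, and within SM 1538 of 10966 between 13 slides. When the arrays of a muscle were drawn over slides of the same sizes 100 times, the real layout included, 1 of 100, the real one, gave as many in LM and in SM, and the highest of the other draws gave 1 and 10.

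Slides differ, and each holds 1 muscle. With the slide as a random block 8629 probes were called, and all 8629 were among the 9169 called without it, which argues against random differences between slides as the whole cause. In scan order, the first slides of LM against the others gave 4184 calls, 284 of them above 1.5-fold, and those of SM 517 and 5. Among arrays read by software 9.5.3.1 alone, 8927 probes were called, so the version of the software is excluded as the whole cause. The arrays of LM were scanned first and those of SM later, and 0 scan days hold both, so the scan period cannot be told apart from the muscle. Part of the differences between the muscles may come from it.

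Probes with many C in their first 15 bases were higher in SM. The median log2 fold change was -0.50 for 134 probes with 8 C, -0.90 for 51 with 9 and -0.95 for 30 with 10 or more, and 44.0%, 70.6% and 73.3% of these were more than 1.5-fold higher in SM. Over pairs of probes of 1 deposited sequence (816 pairs), the difference in C and the difference in log2 fold change had a Pearson r of -0.164 (Spearman rho -0.161; permutation p = 1e-05, the smallest that 100000 permutations can give). Probes are not independent replicates. The probe richer in C was relatively higher in SM in 85 of the 131 pairs that differ by 4 C or more. The slope was -0.021 per C over the pairs against -0.064 over all probes, so the sequence of the probe may account for part of the pattern and not all of it. The index of these probes was -0.37 ± 0.34 (SD, n = 90) in LM and 0.38 ± 0.31 (SD, n = 90) in SM. Slides within LM differed in it from -0.88 to 0.11 (permutation p = 0.00017) and within SM from 0.14 to 0.80 (permutation p = 0.00131), so a technical reading of these probes that varies from slide to slide is a candidate explanation. Among these probes 8.72% of the spots in LM and 1.84% in SM were not uniform, against 0.390% and 0.0604% for the probes with 2 C or fewer, which was also looked at after the result was seen. The means of the slides do not overlap between the muscles, and a biological difference stays open.

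With the index as a covariate the number called was 8140, of which 7410 are among the 9169, 388 of these in the opposite direction. Of the 9169, 865 changed sign, whether called or not. The number more than 1.5-fold higher in SM went from 1220 to 1006, of which 829 are shared. SPI1, NR2C2, HIST1H2AB, PPP1R12B and KIFC2 of Table 2 moved from -3.02, -2.59, -2.11, -2.49 and -1.77 to -0.32, 0.0061, -0.032, -0.86 and 1.11. The probes of these genes hold 7 to 10 C, and the other genes of Tables 1 and 2 changed by less. The index differs between the muscles, so a covariate can also take away a real difference, and which of these genes differ in RNA may need another assay.

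GC content of the probe correlated across probes with the log2 fold change between the muscles (Pearson r = -0.181, 3.28% of the variance; Spearman rho -0.231). With the difference between 2 sets of slides, the correlation was 0.140 within LM and 0.0786 within SM. The sign of a difference between sets of slides is arbitrary, and the limit of 0.1 in both muscles was set after the first value was seen, so these do not decide whether GC content is a cause.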
